# Targeted Transcriptomic Analysis of C57BL/6 and BALB/c Mice During Progressive Chronic *Toxoplasma gondii* Infection Reveals Changes in Host and Parasite Gene Expression Relating to Neuropathology and Resolution

**DOI:** 10.3389/fcimb.2021.645778

**Published:** 2021-03-18

**Authors:** Kristina V. Bergersen, Ashli Barnes, Danielle Worth, Clement David, Emma H. Wilson

**Keywords:** Toxoplasma, neuropathology, chronic infection, neurons, inflammation

## Abstract

*Toxoplasma gondii* is a resilient parasite that infects a multitude of warm-blooded hosts and results in a lifelong chronic infection requiring continuous responses by the host. Chronic infection is characterized by a balanced immune response and neuropathology that are driven by changes in gene expression. Previous research pertaining to these processes has been conducted in various mouse models, and much knowledge of infection-induced gene expression changes has been acquired through the use of high throughput sequencing techniques in different mouse strains and post-mortem human studies. However, lack of infection time course data poses a prominent missing link in the understanding of chronic infection, and there is still much that is unknown regarding changes in genes specifically relating to neuropathology and resulting repair mechanisms as infection progresses throughout the different stages of chronicity. In this paper, we present a targeted approach to gene expression analysis during *T. gondii* infection through the use of NanoString nCounter gene expression assays. Wild type C57BL/6 and BALB/c background mice were infected, and transcriptional changes in the brain were evaluated at 14, 28, and 56 days post infection. Results demonstrate a dramatic shift in both previously demonstrated and novel gene expression relating to neuropathology and resolution in C57BL/6 mice. In addition, comparison between BALB/c and C57BL/6 mice demonstrate initial differences in gene expression that evolve over the course of infection and indicate decreased neuropathology and enhanced repair in BALB/c mice. In conclusion, these studies provide a targeted approach to gene expression analysis in the brain during infection and provide elaboration on previously identified transcriptional changes and also offer insights into further understanding the complexities of chronic *T. gondii* infection.

## Introduction

*Toxoplasma gondii* is a resilient parasite that infects ~ 10% of the population older than 6 years in the United States alone and more than 60% of populations in other countries worldwide (Prevention, 2018). Following a period of systemic infection and inflammation, the parasite is sequestered within neurons in the brain creating a lifelong infection. A requirement for continuous peripheral inflammation including CD4 and CD8 T cells is required to prevent uncontrolled parasite replication and potentially fatal pathology (Gazzinelli et al., 1992). Despite the presence of parasites and inflammation, infection is subclinical. However, infection in the immunocompromised can result in reactivation of the parasite, leading to Toxoplasmic encephalitis.

Previous data have reported broad transcriptomic changes in the brain of *T. gondii*-infected mice at both acute and chronic time points (Tanaka et al., 2013; Schneider et al., 2019; Hu et al., 2020; Li S. et al., 2020). However, these studies often focus on one specific time point in chronic infection, and they fail to explore transcriptomic changes that occur over the course of infection that are important to determine directional change. The parasite itself goes through genetic changes in order to convert from a fast-replicating tachyzoite during acute systemic infection to a cyst-forming bradyzoite during the early stage of chronic infection after crossing the blood brain barrier (Lachenmaier et al., 2011; Feustel et al., 2012; Hong et al., 2017; Radke et al., 2018). At this early chronic stage, CNS-resident cells begin actively recruiting peripheral immune cells in response to the presence of the parasite, which is still transitioning from tachyzoite to bradyzoite to cyst. As infection progresses and reaches the mid-chronic stage, cyst numbers stabilize as the majority of parasites in the brain are now slow-replicating bradyzoites. At this point in chronicity, both innate and adaptive peripheral immune cells have been in the brain for some time and are constantly maintaining the balance between pro- and anti-inflammatory cytokine production. In addition, subtle neuropathology is commonly seen as noted by changes in morphology and function of both infected and non-infected neurons and changes in glia (David et al., 2016; Graham et al., 2020). Control of infection is maintained for the lifetime of the host and pathology at this stage can vary depending on the genetics of the parasite as well as the background of the host (Liesenfeld et al., 1996; Denkers, 1999; Lee and Kasper, 2004; Lilue et al., 2013; Mukhopadhyay et al., 2020). These changes in parasite phenotype, host immune response, and neuropathology have yet to be fully explored in the context of progressive chronic infection.

The lifelong presence of cysts within neurons and continuous neuroinflammation gives ample opportunity for *T. gondii* infection to initiate significant changes in the brain. Indeed, many studies have demonstrated significant alterations in rodent behavior including attraction to cat urine postulated to be parasite manipulation to maximize the chances of return to the definitive host (Berdoy et al., 2000; Vyas et al., 2007; Boillat et al., 2020). Additionally, infected mice also show significant changes in behavior in an elevated plus maze (David et al., 2016). Such changes may be related to direct and indirect modulation of neurotransmitters including imbalances in excitatory and inhibitory signaling and the production of dopamine (Webster and McConkey, 2010; Prandovszky et al., 2011; Brooks et al., 2015; David et al., 2016; Ngô et al., 2017). However, the presence of the parasite is hard to unlink from the degree of neuroinflammation and any changes in host behavior is likely as much to do with cytokine signaling as the presence of the parasite (Boillat et al., 2020).

To address the complex interplay of infection, inflammation and neurochemistry, there have been several studies investigating transcriptional changes related to chronic CNS Toxoplasma infection. RNAseq analysis of *in vitro* cultured neurons, astrocytes, fibroblasts and skeletal muscle cells tested infection-induced changes in cell -specific transcriptomes and indicated a host-cell dependent genetic basis for spontaneous cyst formation in neurons and skeletal muscle cells (Swierzy et al., 2017). A comprehensive transcriptomic and proteomic study of human brain tissue including those congenitally infected suggests *T. gondii* infection alters neurodevelopment, plasticity, and disease association in various neural and immune networks (Ngô et al., 2017). Although not as clinically relevant, murine studies are robust and have recently underlined the dominance of immune changes in the brain following infection with oocysts of the Prugniaud strain revealing activated pathways of metabolism and biosynthesis at both acute and chronic stages of infection (Jia et al., 2013; Hu et al., 2020).

As with all infections, host genetic background plays an important role in disease and despite the ability of Toxoplasma to establish itself in almost all mammalian hosts, it has been known for some time that the development of disease is highly dependent on mouse strain, recently reviewed by Mukhopadhyay (Blackwell et al., 1993; Johnson et al., 2002; Resende et al., 2008; Mukhopadhyay et al., 2020). Indeed, continuous culturing of Toxoplasma strains *in vivo* rely upon resistant and susceptible strains of mice to maintain virulence and cyst formation, something vitally important to maintain life cycle competency (Goerner et al., 2020). Thus, in the common lab strains of mice, C57Bl/6 are susceptible to disease with greater parasite burden and inflammation while BALB/c mice are resistant to encephalitis dependent on MHC presentation of the antigen GRA6 (Jia et al., 2013; Tanaka et al., 2013; Ngô et al., 2017; Hu et al., 2020; Li S. et al., 2020). These striking differences may provide an opportunity to model disease processes in the brain however little direct comparisons of the kinetics of this host response have been conducted.

In this study, we utilize a targeted approach to analysis gene expression and investigate >1500 genes associated with neurological and immunological processes by direct counting of RNA transcripts without the need for amplification *via* NanoString technology (Geiss et al., 2008). We determine the changes in these host genes over time in parallel with changes in *T. gondii* developmental-specific genes. In addition, we compare side-by-side gene expression changes between susceptible (C57BL/6) and resistant (BALB/c) mouse strains to address possible pathological versus repair signatures of neuroinflammation. Results demonstrate a dramatic shift in both previously demonstrated and novel gene expression relating to neuropathology, inflammation, and neuroinflammation as chronic infection progresses and reveals possible pathways of inflammation resolution.

## Materials and Methods

### Animals and Infections

*Animals.* All research was conducted in accordance with the Animal Welfare Act, and all efforts were made to minimize suffering. All protocols were approved by the Institutional Animal Care and Use Committee (IACUC) of the University of California, Riverside. Female WT C57BL/6 and BALB/c mice were obtained from Jackson Laboratories and were maintained in a pathogen-free environment in accordance with IACUC protocols at the University of California Riverside.

*Infections.* The ME49 strain of *T. gondii* was maintained in cyst form by continuous passaging in SW and CBA background mice. Female 6-8 week old WT C57BL/6 and WT BALB/c mice were infected with 10 ME49 cysts per mouse in 200μl of sterile 1x PBS solution *via* intraperitoneal (IP) injection. Naïve controls received 200µl of sterile 1x PBS solution *via* intraperitoneal (IP) injection. This infection protocol regularly leads to ~3000 cysts in the brains of infected mice by 4 weeks post infection (Goerner et al., 2020).

### DNA Extraction and Parasite Burden Quantification

Parasite burden in brain was quantified as previously described (Goerner et al., 2020). Briefly, DNA from naïve and 2, 4, and 8-week infected half brains of C57BL/6 (n=4/group) and BALB/c (n=5/group) mice was extracted and purified using a High Pure PCR Template Prep Kit (Roche). DNA concentration of each sample was determined via NanoDrop, and all DNA was normalized to 12.5ng/µl before amplification. Parasite burden was measured by amplifying the B1 gene of *T. gondii* by RT PCR.

### RNA Extraction

RNA from brain lysate of naïve, 2 week infected, 4 week infected, and 8 week infected C57BL/6 and BALB/c mice (n=3 for all groups) was collected using Trizol extraction method. At each time point, mice were sacrificed and perfused intracardially with 20mL of sterile 1x PBS. Whole brain was dissected and homogenized in 1mL Trizol. Phase separation was completed by adding 200µl of chloroform and incubating at room temperature for 2-3 minutes. Samples were centrifuged at 12,000xg for 15 minutes at 4°C, and upper aqueous phase was collected followed by RNA precipitation using 500µl isopropyl alcohol. Samples were incubated at room temperature for 10 minutes followed by centrifugation. RNA pellet was washed with 1mL of 75% ethanol twice. All supernatant was discarded and RNA pellet was dissolved in 100µl of nuclease free water. RNA concentration for each sample was determined using a NanoDrop 2000, and RNA samples normalized to a concentration of 10ng/μL in molecular grade water.

### NanoString nCounter Gene Expression Assays and Analysis

*Gene Expression Assays.* nCounter gene expression assays (NanoString Technologies) were performed for each of the following NanoString panels: Neuropathology, Neuroinflammation, and Inflammation+CustomizedPLUS covering a total of 1530 targeted genes including 10 parasite-specific genes: *ROP18, GDA1/CD39, ADF, GRA12, SRS22A, TUBA1, SRS35A, SRS44, BAG1*, and *LDH2* (Geiss et al., 2008). *T. gondii* genes included in custom PLUS codeset were selected based on the percent expression in tachyzoite and bradyzoite growth stages (90% expression in one stage and 0% in other stage) using previous studies differentiating growth stages and ToxoDB (Goerner et al., 2020). Briefly, panel codeset probes were hybridized with 150ng of total RNA per brain over 18hr at 65C according to NanoString protocol. Inclusion of a customized PLUS codeset in the Inflammation panel required additional Reporter and Capture Plus codesets to be added during the hybridization reaction (NanoString User Manual C0019-08). Hybridized RNA was then diluted in molecular grade water and loaded into nCounter SPRINT cartridge (NanoString), placed into nCounter SPRINT Profiler, and quantified. RNA-conjugated probes were counted *via* NanoString Sprint Profiler technology.

#### nSolver and Advanced Analysis

Results from each panel were merged into one data file for comparative analysis, normalized in nSolver following best practices, and analyzed using nSolver and Advanced Analysis software according to previously published protocols (Danaher et al., 2017). nSolver-generated heat maps were created using normalized (merged) data and agglomerative clustering, a bottom-up form of hierarchical clustering (NanoString User Manual C0019-08). For Advanced Analysis, normalized merged data was used (NanoString User Manual 10030-03). Differential expression (DE) analysis was performed to identify specific targets that exhibit significantly increased or decreased expression in response to naïve control values or, in the case of BALB/c C57BL/6 comparison, to C57BL/6 control values at each time point. Gene set analysis was run to determine the change in direction of regulation within each pre-defined gene set relative to naïve controls. Global significance scores, a summary T-statistic used to measure change (NanoString User Manual 10030-03) were calculated, and the directed global significance scores were expressed *via* heatmap. Cell type profiling module analysis was conducted to determine the relative abundance in classically activated cell types during infection using genes assigned to each cell type: T cells (*CD3e, CD6, CD3g, TRAT1*, and *CD3d*), CD8+ T cells (*CD8a*), macrophages (*CD68* and *CD84*), and microglia (*GPR84, LRRC25, IRF8, NCF1, TNF, TLR2*, and *TNF.1*). NanoString cell type profiling is a validated method to measure relative abundance of up to 24 different immune cell types, with high concordance to flow cytometry (Danaher et al., 2017). Pathway analysis was also conducted to determine overall changes in pathways based on the first principal component of the targets within a pathway as annotated by NanoString (NanoString User Manual 10030-03). Direction of pathway change (up- or downregulated) was determined by cross referencing the pathway score with the corresponding volcano plot for that pathway. Summary pathway score plot colors are based on calculated scores and are represented as downregulation (blue) to upregulation (orange). Statistical significance was determined using R software. All data are available on Gene Expression Omnibus (GEO).

#### Separate Statistical Analyses

Normalized Log_2_ scores for *T. gondii*-specific genes were used in fold changes analysis of tachyzoite-associated genes and bradyzoite-associated genes compared to naïve controls in Prism. In addition, results from cell type profiling modules were placed into Prism and evaluated at each time point. Violin plots were created in a similar fashion by analyzing normalized Log_2_ scores of specific probes to show the rounded distribution of data. Statistical significance was determined by 2-tailed, unpaired Student’s *t*-test and One-Way ANOVA with multiple comparisons (p-value < 0.05).

## Results

### Chronic *Toxoplasma gondii* Infection Stimulates a Dramatic Shift in Gene Expression as Infection Progresses From Early to Late Chronic Stages

To determine broad transcriptomic changes that occur over the course of infection, RNA from infected C57BL/6 mouse brains was harvested at day 14, 28 and 56 days post infection (dpi) representing time points associated with transitionary, stable and late chronic infection respectively. 

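Whole brains of 12 female C57BL/6 mice were compared here, 3 naive mice and 3 mice at each of 14, 28 and 56 dpi, after intraperitoneal injection of 10 cysts of the ME49 strain of *T. gondii*. nCounter counts RNA molecules directly, without amplification, through probes that each carry a fluorescent barcode specific to 1 gene. The values analysed here are those of the Neuropathology panel, with 770 genes and 14 control probes, of which 6 are positive and 8 are negative controls. The Neuroinflammation panel, the Inflammation panel and the custom parasite probes were not analysed here, so counts of genes and pathway scores from the merged panels have no counterpart in these values. The methods give 150 ng of total RNA per assay, whereas the sample labels give 50 ug. The authors normalized the counts in nSolver before deposit. Every gene value of a mouse was a whole multiple of a single step, within 0.02 of a count, so the number of probe counts behind each mouse could be recovered. Totals over all genes ranged from 417656 to 633027 (median 504817) in naive mice, 355608 to 540203 (median 426848) at 14 dpi, 522834 to 579637 (median 568480) at 28 dpi and 328358 to 475806 (median 350498) at 56 dpi. The background of a mouse, taken as the mean plus 2 SD of its 8 negative controls, lay between 22.5 and 50.9 counts before normalization. Between 611 and 727 genes per mouse exceeded it. In these 12 mice the mean log2 value of 10 of the 12 housekeeping genes of the panel in the table was equal, with an SD of 9.1e-06 between mice, so the values carry 1 scaling factor per mouse. From the normalized values, log2(value + 1) was taken, and the 697 genes with a mean of at least 5 over the 24 mice of both strains were kept, 5 being the background level that the paper states. limma was fitted to the 12 mice with a mean for each group, and p-values were adjusted over the 697 genes by the Benjamini-Hochberg method, a gene being called when its adjusted p was below 0.05. The pseudocount of 1 and the counts that background adds both make log2 fold changes of genes near background smaller than the change in RNA. An exact permutation test of 3 mice against 3 cannot give a two-sided p below 0.10, so no single gene can be called by it. In simulated data with these group sizes and 200 of 697 genes changed by 1 or 2 on the log2 scale, the procedure called 98.5% of the changed genes for 14 dpi against naive (98.0% of those changed by 1), and 4.83% of its calls were unchanged genes. Smaller changes, and deviations that the genes of a mouse share, were not simulated. Alternatives to these settings were run for most results. Gene lists and the overlap of time points within BALB/c mice were not recomputed with other scalings or with mice left out. All but 2 of the alternatives, as well as the gene lists, were written down before the data were examined. Among them are 2 settings with Benjamini-Yekutieli adjustment, of limma's p-values and of those of a linear model fitted to each gene on its own. Neither the labels nor the paper's text name the cartridge or run of each mouse, so runs could not be compared and a batch effect stays open. Gene positions are given on the GRCm38.p6 assembly.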

RNA was hybridized with NanoString panel-specific codesets using two panels of genes specific for inflammation and neuropathology, and RNA-conjugated probes were counted *via* NanoString Sprint Profiler technology. Resulting gene expression changes compared to calculated control z-scores are demonstrated in **Figure 1**. Merged data analysis of NanoString neuropathology, neuroinflammation, inflammation, and a Toxoplasma-specific custom codeset probes using basic nSolver software demonstrate dramatic shifts in gene expression (**Figure 1A**). The majority of genes relating to neuropathology, neuroinflammation, and inflammation switch completely from low expression (blue) compared to control z-scores in an uninfected state to high expression (orange) by late chronic infection, signifying an 8-10 fold change in expression. This significant switch is seen almost in entirety by the mid-chronic stage of infection when cysts are prevalent in the brain. 

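Between 14 and 28 dpi, 26 of 697 genes were called, 24 higher and 2 lower at 28 dpi. Between 28 and 56 dpi, 150 genes were called, 109 higher and 41 lower at 56 dpi, and between 14 and 56 dpi 346 genes were called, 189 higher and 157 lower. Without adjustment the 3 comparisons had 99, 174 and 202 higher and 53, 102 and 188 lower genes. In 239, 297 and 392 genes (34.3, 42.6 and 56.2%) the 3 mice of one time point all lay above or all below the 3 of the other, against 10% by chance. Among called genes whose mice do not overlap, the largest rise between 14 and 28 dpi was that of *C3*, with a log2 fold change of 1.62 (standard error 0.21, adjusted p = 0.00226), and the largest fall that of *Arc*, with -1.74 (standard error 0.23, adjusted p = 0.00226). From 28 to 56 dpi the largest changes among such genes were again a rise of *C3*, 1.22 (standard error 0.21, adjusted p = 0.00298), and a fall of *Unc13a*, -0.81 (standard error 0.17, adjusted p = 0.00881). These counts depend on single mice. For 28 against 14 dpi the count was 17 without 14 dpi mouse 2 and 2 without 14 dpi mouse 3, 28 dpi mouse 2 or 28 dpi mouse 3, and the methods' t-test with Benjamini-Hochberg adjustment called 0 genes there. For 56 against 28 dpi it was 53, 75 and 57 without 28 dpi mouse 1, 28 dpi mouse 3 and 56 dpi mouse 3, and 0 by the methods' t-test. For 56 against 14 dpi it was 225 without 56 dpi mouse 3. The direction depended on scaling as well. Centring each mouse on the median of all genes gave 79 higher and 140 lower for 56 against 28 dpi and 148 higher and 265 lower for 56 against 14 dpi, quantile normalization gave 36 higher and 8 lower, 105 higher and 114 lower and 147 higher and 219 lower for the 3 comparisons, and centring on 8 housekeeping genes shared by both strains gave 16 higher and 4 lower for 28 against 14 dpi and 153 higher and 29 lower for 56 against 28 dpi.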

Contrastingly, a multitude of gene expression changes are still occurring at the early chronic stage correlating with tachyzoite entry and active cyst formation (Dupont et al., 2012; Cabral et al., 2016; Mendez and Koshy, 2017). Biological replicates in each time point generally exhibit close clustering with 14dpi showing the greatest variation in line with a transitioning state between acute and chronic infection (**Figure 1B**).

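A principal component analysis of the 697 genes in the 12 C57BL/6 mice put 84.0% of the variance on the first component and 5.23% on the second. In the plane of both components, the mean distance between pairs of the 3 mice of a group was 3.92 at 14 dpi (range 2.26 to 5.01) and 3.85 at 56 dpi (range 2.30 to 5.56). It was 2.68 in naive mice and 1.86 at 28 dpi. The nearest centre of another group lay 22.2 away for naive mice, 6.40 for the groups of 14 and 28 dpi and 7.60 for 56 dpi. The spread at 14 dpi was 1.02 times the largest spread of another group. This ratio rested on single mice: it was 1.93, 0.515 and 1.58 with 14 dpi mouse 1, 2 and 3 left out in turn. Mouse 2 lay apart on the second component, at -7.27 against -2.91 and -2.38. It also had a *Prl* value of 3549, against 14.59 and 15.45 in mouse 1 and 3. How much of the spread comes from this gene was not tested. The group of 56 dpi was the widest, with ratios below 1, when mice were centred on the median of all genes (0.861) or on the 12 housekeeping genes (0.818), under quantile normalization (0.673), without a filter (0.707), with a minimum mean log2 of 7 (0.402), with a pseudocount of 8 (0.948) or values under 32 raised to 32 (0.830), and with each gene scaled to unit variance (0.215). Over single genes, the median SD of log2 values was 0.11 in naive mice and 0.13, 0.09 and 0.16 at 14, 28 and 56 dpi.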

**Figure 1:**
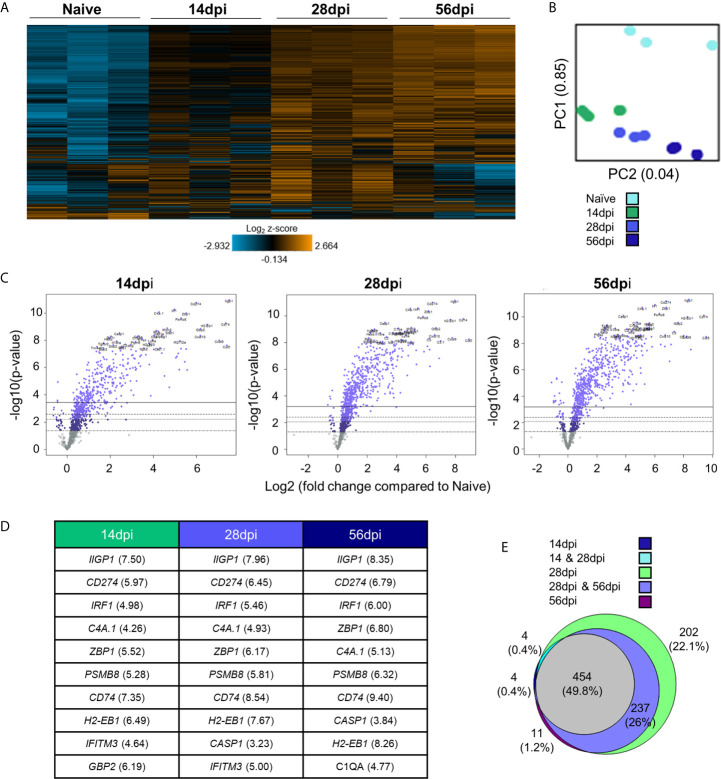
Chronic *T. gondii* infection stimulates a dramatic shift in gene expression as infection progresses from early to late chronic stages. **(A)** Heat map of all genes from merged Neuropathology, Neuroinflammation, and InflammationPLUSCustomCodeset panels. Gene expression depicted from low expression (blue) to high expression (orange). Heat map generated from normalized gene expression data using nSolver software. **(B)** PCA plot of biological replicates at all time points. Numbers on axes represent percentage of variation in that component. **(C)** Differential expression analysis results of 14 dpi, 28 dpi, and 56 dpi compared to Naïve control values demonstrates the majority of genes as upregulated. Top 25 genes most significantly upregulated identified based on fold change (x-axis) vs. p-value (y-axis). Four adjusted p-value cutoffs in each plot are as follows from bottom (dashed line) to top (solid line): <0.50, <0.10, <0.05, <0.01. **(D)** Table of 10 most significantly upregulated genes at each time point (from C.) Numbers in parentheses represent fold-change of gene. **(E)** Overlap between differentially expressed genes plotted in **(C)**. Numbers and percentages in diagram based on genes significantly upregulated with adjusted p-value cutoff <0.05.

Consistent with a powerful infection in an otherwise immune privileged site, differential expression analysis reveals that at all timepoints, the majority of genes significantly altered by infection are upregulated as compared to naïve controls (**Figures 1C–E**; **Supplementary Table 1**). 

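Against naive mice, 180 of 697 genes were called at 14 dpi, 154 higher and 26 lower, which makes 85.6% of them higher. At 28 dpi 345 genes were called, 190 higher and 155 lower (55.1% higher), and at 56 dpi 489, 239 higher and 250 lower (48.9% higher). The mean log2 fold change of called genes was 1.37, 1.45 and 1.58 for those higher at 14, 28 and 56 dpi and -0.36, -0.37 and -0.51 for those lower. Called genes that rose at least 2-fold numbered 78, 97 and 134, and those that fell as much 0, 0 and 1. Besides *Ccl5*, the largest fitted rises at 14 dpi were those of *Psmb8* and *Cxcl10* (log2 fold change 5.33, standard error 0.23, adjusted p = 2.8e-09), and the largest falls among called genes those of *Dcx* (-0.56, standard error 0.15, adjusted p = 0.0171) and *S100b* (-0.51, standard error 0.12, adjusted p = 0.00462). At 56 dpi these rises and falls were *C3* (6.79, standard error 0.21, adjusted p = 5.4e-11) and *Cybb* (6.47, standard error 0.20, adjusted p = 4.8e-11), and *Unc13a* (-1.11, standard error 0.17, adjusted p = 1.4e-04) and *Plcb1* (-0.97, standard error 0.16, adjusted p = 1.7e-04). The 3 infected mice all lay above or all below the 3 naive mice in 325, 456 and 504 genes (46.6, 65.4 and 72.3%) at 14, 28 and 56 dpi, where chance gives 10%. The split between higher and lower genes depended on the settings. Centring each mouse on the median of all genes moved the median log2 fold change of all genes from -0.02, -0.04 and -0.0022 to -0.21, -0.26 and -0.32 at 14, 28 and 56 dpi, and gave 127 higher and 282 lower genes at 14 dpi, 144 higher and 345 lower at 28 dpi and 177 higher and 380 lower at 56 dpi. Quantile normalization gave 110 higher and 207 lower, 123 higher and 321 lower and 167 higher and 382 lower, and centring on the 12 housekeeping genes 140 higher and 121 lower at 14 dpi and 164 higher and 257 lower at 28 dpi. The per-gene Benjamini-Yekutieli setting gave 112 higher and 4 lower at 14 dpi and 132 higher and 28 lower at 28 dpi. With naive mouse 2 left out, 226 genes were called at 28 dpi.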

At 14dpi, the majority of genes that experience changes in expression undergo significant upregulation despite CNS infection not being fully established. 

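*Ccl5* (chromosome 11, 83525778 to 83530518), which encodes a chemokine, had the largest fitted log2 fold change of the 697 genes at each time point. Its normalized counts were 15.7 ± 6.78 in naive mice and 1539 ± 433, 4091 ± 942 and 6129 ± 1141 at 14, 28 and 56 dpi (SD, n = 3 each). All 3 naive mice lay below background, so their value is not a measure of expression. The log2 fold change against naive was 6.57 (adjusted p = 2.7e-09), 7.99 (adjusted p = 3.2e-10) and 8.58 (adjusted p = 7.7e-11) at 14, 28 and 56 dpi, each with a standard error of 0.28. Relative to the background of the naive mice, the rise was at least 38.3-fold at 14 dpi, 102-fold at 28 dpi and 152-fold at 56 dpi. The step from 14 to 28 dpi was 1.42 (standard error 0.28, adjusted p = 0.0151) and that from 28 to 56 dpi 0.59 (standard error 0.28, adjusted p = 0.134). The call of the step from 14 to 28 dpi was lost under both Benjamini-Yekutieli settings or the methods' t-test, or with 14 dpi mouse 2 or 3 or 28 dpi mouse 2 or 3 left out (adjusted p up to 0.627).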

At this early stage, many genes exhibit fold changes up to 7-fold (*CCL5, CD74*) and this only increases at later chronic timepoints, reaching up to 8-fold change at 28dpi and up to 10-fold change at 56dpi.

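Of the 697 genes, 506 were called against naive at 1 or more time points in C57BL/6 mice. At all 3 time points 166 genes were called (32.8% of the 506), of which 145 were higher and 21 lower throughout. Genes called at 14 dpi alone numbered 3 (0.593%), at 28 dpi alone 11 (2.17%) and at 56 dpi alone 150 (29.6%). Another 3 genes were called at 14 and 28 dpi only (0.593%), 8 at 14 and 56 dpi only (1.58%) and 165 at 28 and 56 dpi only (32.6%). All 3 comparisons share the same 3 naive mice, so their calls are not independent. In 20 simulations without any effect of infection, in which 3 groups were compared with shared controls, 0 genes were called at all 3 time points. Genes were drawn independently there, so deviations that the genes of a mouse share were not simulated. The number called at all 3 was 377 when mice were centred on the median of all genes, 272 under quantile normalization and 97 among genes with a mean log2 of at least 7. At 56 dpi alone, 68 genes were called on the median of all genes, 96 on the 12 housekeeping genes and 95 by the methods' t-test, which called 45 at 28 dpi alone. The shares also moved with 1 mouse left out. They ranged over 0.199 to 1.60% at 14 dpi alone, 0.808 to 4.05% at 28 dpi alone and 18.1 to 49.5% at 56 dpi alone. For all 3 time points the range was 28.5 to 42.0%.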

Comparison of genes that are significantly altered as determined by differential expression analysis reveals both conserved gene expression changes across all timepoints as well as time point-specific changes (**Figure 1E**). At 28dpi (light green), there are 202 genes that have significant changes in expression (22% of total) that are specific to this mid-chronic stage of infection. This number is significantly greater than the stage-specific changes seen at 14dpi (dark blue; 4 genes = 0.4%) and 56dpi (dark purple; 11 genes = 1.2%). There are no shared differentially expressed genes (DEGs) between the early (14dpi) and late (56dpi) chronic stages and very few shared genes (light blue, 4 genes = 0.4%) between the early (14dpi) and mid- (28dpi) chronic stages of infection. Consistent with establishment of infection, mid- (28dpi) and late (56dpi) chronic stages share a far greater number of DEGs (light purple, 237 genes = 26% of total), signifying a similar infection phenotype between later stages of infection as chronicity is firmly established and maintained. 

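Across the 697 genes, the log2 fold changes against naive at 28 and 56 dpi had a Pearson correlation of 0.976 (simulated mean 0.497, highest 0.822). For 14 and 28 dpi it was 0.965 (simulated mean 0.489, highest 0.823), and for 14 and 56 dpi 0.942 (simulated mean 0.501, highest 0.756). Genes are not independent replicates, and the naive mice are common to each pair of comparisons, which correlates them even without an effect of infection. The simulated values give that correlation, from 100 draws of groups of 3 without effects. The log2 fold change had the same sign at all 3 time points in 80.8% of genes, against a mean of 50.0% and a maximum of 54.5% in the simulation. Each gene was simulated on its own, without deviations that the genes of a mouse share, so the simulated ranges can be narrower than those of real mice. Of the 165 genes called at 28 and 56 dpi but not at 14 dpi, 43 were higher and 122 lower than in naive mice at both. From the number of genes shared by the mid and late chronic stages, the paper concludes that later stages of infection have a similar phenotype.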

Of all genes expressed above background levels included in the merged analysis, 454 genes (grey, 49.8% of total) are significantly altered at all timepoints. 

### *Toxoplasma gondii* Stage-Specific Gene Expression Correlates With Host Gene Changes

Toxoplasma goes through several phases of development and in the intermediate mammalian host, two stages dominate: i) a fast-replicating tachyzoite responsible for dissemination, cell lysis, and acute pathologies and ii) the bradyzoite that replicates slowly, and forms cysts in neurons (Montoya and Liesenfeld, 2004). How these classical Toxoplasma signatures change in relation to the host transcriptome over the course of *in vivo* infection has not been explored in depth. The broad significant changes in host genes following infection may represent a triggering of inflammation cascades and neurological remodeling that is independent of infection, or they could be closely tied to the development of the parasite niche in the brain. To determine the relationship between host and parasite genetic changes, Toxoplasma stage-specific genes were selected based on their stage specificity and frequency of expression in RNAseq data sets of Me49 bradyzoites, tachyzoites, and late-stage bradyzoites as seen in ToxoDB and in recent publications (Goerner et al., 2020). These genes were incorporated into the NanoString analysis *via* the use of custom codesets, and changes in expression of these genes were analyzed at each time point. To further elucidate *T. gondii* stage-specific gene expression changes across the course of infection, fold changes of tachyzoite-associated genes and bradyzoite-associated genes compared to naïve controls were analyzed *via* OneWay ANOVA for significance. Normalized parasite gene counts for each sample at each time point were used to determine fold change. To verify normal progression of infection, parasite B1 amplification was conducted (**Supplementary Figure 1**). Visualization of parasite-specific gene expression changes correlates with development of chronic and sustained infection (**Figures 2A–C**; **Supplementary Figure 1**).

**Figure 2:**
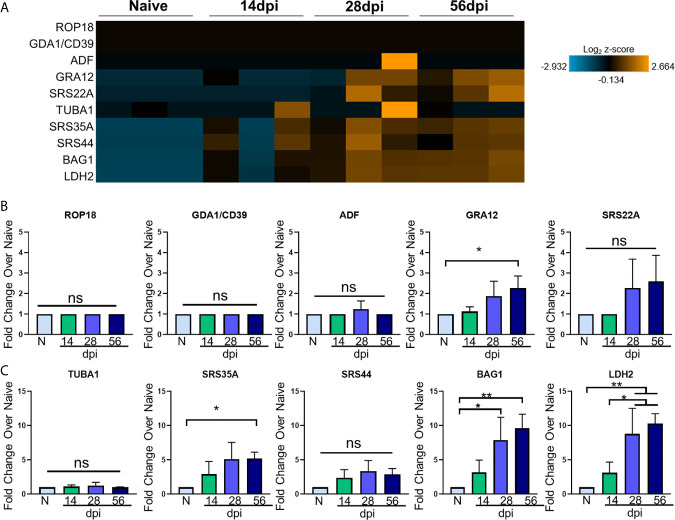
T. gondii stage-specific gene expression correlates with host gene changes. **(A)** Heat map of *T. gondii*-specific genes from merged Neuropathology, Neuroinflammation, and InflammationPLUSCustomCodeset panels. Gene expression depicted from low expression (blue) to high expression (orange). Heat map generated from normalized gene expression data using nSolver software and Background Thresholding to account for lower parasite gene counts. **(B, C)** Fold change compared with naive of tachyzoite genes **(B)** and bradyzoite genes **(C)** from normalized gene counts. Significance determined by One-Way ANOVA using Multiple Comparisons (*p-value <0.05, **p-value <0.01.). ns, not significant.

Most tachyzoite associated genes (top 5 genes in heat map) are expressed at or around background levels in the brain and remain so for the duration of infection (**Figure 2A**). *ROP18, GDA1/CD39*, and *ADF* are constitutively expressed across all developmental stages according to ToxoDB but are never detectable above background here and may indicate limitations in sensitivity compared to the abundance of host genetic material (**Figures 2A, B**). These are all genes constitutively expressed in varying stages of Me49 strain development, and their expression is not altered at any point during chronic infection (**Figure 2B**). Therefore, although C57BL/6 mice are susceptible to infection exhibiting increasing parasite burden over time, the stable expression of *ROP18, GDA1/CD39*, and *ADF* in this study suggest that even at 56dpi, there are not classical indicators of parasite reactivation and bradyzoite genes continue to dominate.

The genes *GRA12* (Krishnamurthy and Saeij, 2018) and *SRS22A* (Michelin et al., 2009) help with formation of the parasitophorous vacuole (PV) membrane that protects the parasite during both acute and chronic infection, and *GRA12* is one of the genes that orchestrates cyst formation in the transition from tachyzoite to bradyzoite and is seen in the 99^th^ percentile in both tachyzoites and bradyzoites (Guevara et al., 2019). Our data show *GRA12* increasing by 2.5-fold at 56 days post infection, signifying the presence of non-replicating parasites in the brain while *SRS22A* remains unchanged compared to naïve controls (**Figure 2B**).

In addition to tachyzoite associated genes, early- and late-stage bradyzoite genes were selected for this analysis based on ToxoDB expression values. *SRS35A*, also known as *SAG4*, is a surface protein expressed above the 95^th^ percentile in both early and late-stage bradyzoites (Zhou and Wang, 2017). *SRS44*, also known as *CST1*, is a cyst wall component that is expressed above the 89^th^ percentile in both bradyzoite stages and maintains the integrity of the cyst during chronic infection (Tomita et al., 2013). The bradyzoite-specific antigen *BAG1*, also thought to aid in cyst formation (Zhang Y.W. et al., 1999), is expressed at the 91^st^ and 100^th^ percentile in early and late stage bradyzoites respectively. *LDH2*, one of the main controllers of bradyzoite differentiation (Abdelbaset et al., 2017) is expressed between the early and late bradyzoite stages of growth.

All of these genes increase in percentile of expression in early- and/or late-stage bradyzoite stages of growth compared to tachyzoites. In contrast to the lack of tachyzoite genes, kinetics of these selected bradyzoite genes follow a pattern of increasing expression from 14dpi to 56dpi (**Figures 2A, C**). Fold change analysis of bradyzoite associated genes reveal significant increases of the bradyzoite specific *SRS35A, BAG1* and *LDH2* as infection progresses (**Figures 2A, C**). *SRS35A* shows a 5-fold change compared to naïve controls at 56 days post infection*. SRS44* experiences an increasing trend but does not reach significance. *BAG1* demonstrates between a 5-10-fold increase in expression at 28 and 56 days post infection, supporting the presence of bradyzoites in the brain at these later chronic stages. *LDH2* shows an approximately 10-fold increase at 28 and 56 days post infection. Expression of *LDH2* at the mid- and late-chronic stage is also significantly higher compared to expression at 14dpi.

Thus, several ToxoDB-identified constitutively expressed tachyzoite genes were unchanged between the early and late chronic stages of infection based on their expression at or below background levels. However, by 28dpi a significant pattern of Toxoplasma gene expression has been established dominated by late-stage bradyzoite specific genes (Hong et al., 2017; Garfoot et al., 2019; Goerner et al., 2020). Interestingly, this pattern remains mostly unchanged 4 weeks later at 56dpi with the exception of *GRA12* that may support renewed cyst formation at this later stage (Watts et al., 2015). Taken together, the kinetics of parasite-specific gene expression in the C57BL/6 mouse indicate an established chronic infection, minimal tachyzoite replication and a predominantly late-stage bradyzoite phenotype.

### Kinetics of Chronic Infection Demonstrates Classical Immune Cell Activation and Increases in IFNγ Signaling-Related Genes

Regulation of inflammation is especially important in the CNS during chronic infection, and a balanced host immune response is vital for survival. The role of T cells in protection against Toxoplasmic encephalitis has been known for some time however, the accumulation of innate immune cells, resident CNS cells and subsets of all of these are still not fully documented (Landrith et al., 2015; Khan et al., 2019). In contrast to RNA-seq, the direct counting of transcripts (Geiss et al., 2008) allows cell type profiling analysis of immune cells based on the counts of particular cell-specific transcripts (Danaher et al., 2017). Results of cell type profiling demonstrate significant changes in abundance of canonical cell types involved in the *T. gondii* immune response (**Figure 3A**). 

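Of the T cell genes named in the methods, only *Cd8a* (chromosome 6, 71373427 to 71379171), which marks CD8+ T cells, is in the table. Its normalized counts were 25.1 ± 10.1 in naive mice and 40.6 ± 7.62, 94.3 ± 3.75 and 133 ± 15.2 at 14, 28 and 56 dpi (SD, n = 3 each), and all 3 naive mice lay below background. Against naive, the fitted log2 fold change was 0.72 (adjusted p = 0.0259), 1.93 (adjusted p = 9.9e-06) and 2.42 (adjusted p = 7.5e-07) at 14, 28 and 56 dpi, each with a standard error of 0.21, and over the background of naive mice *Cd8a* rose at least 1.01-fold, 2.35-fold and 3.32-fold. *Cd8a* rose further from 14 to 28 dpi, by 1.21 (standard error 0.21, adjusted p = 0.0105), and by 0.49 (standard error 0.21, adjusted p = 0.112) from 28 to 56 dpi. Over 14 to 56 dpi the change was 1.70 (standard error 0.21, adjusted p = 1.1e-04). The call at 14 dpi was lost under centring on the median of all genes, a floor of 32 on the values, both Benjamini-Yekutieli settings or the methods' t-test, or with naive mouse 2 or 3 or 14 dpi mouse 1 left out (adjusted p up to 0.960), and quantile normalization gave -0.01 there. That between 14 and 28 dpi was lost under both Benjamini-Yekutieli settings or the methods' t-test, or with 14 dpi mouse 3 or 28 dpi mouse 2 or 3 left out (adjusted p up to 0.461). The step from 28 to 56 dpi was called under a floor of 32 on the values or the unadjusted p, or with naive mouse 1 left out.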

As would be expected all T cells and specifically CD8+ T cells significantly increase in abundance over naive and 14dpi as infection progresses (Hu et al., 2020) (**Figure 3A**). In addition, macrophages and resident microglia also increase in abundance and activation. The increase in these innate immune cell types follows the same pattern as T cells, with macrophages demonstrating the largest increase over time. Both macrophages and microglia exhibit significant increases over naïve at all time points and level off after 28dpi.

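*Cd68* (chromosome 11, 69664213 to 69666170) is the only macrophage gene of the methods in the table. Its normalized counts were 89.3 ± 11.3 in naive mice and 299.6 ± 32.4, 423 ± 60.7 and 905 ± 289.8 at 14, 28 and 56 dpi (SD, n = 3 each), with a log2 fold change against naive of 1.74 (adjusted p = 1.5e-05), 2.23 (adjusted p = 1.0e-06) and 3.29 (adjusted p = 1.5e-08) at 14, 28 and 56 dpi, each with a standard error of 0.19. The change from 14 to 28 dpi was 0.49 (standard error 0.19, adjusted p = 0.168). From 28 to 56 dpi *Cd68* rose again, by 1.06 (standard error 0.19, adjusted p = 0.00430), a call lost under the per-gene Benjamini-Yekutieli setting or the methods' t-test (adjusted p up to 0.168). Of the methods' microglia genes in the table, *Gpr84* had a mean log2 under 5 and was not tested, and the other 5, *Lrrc25*, *Irf8*, *Ncf1*, *Tnf* and *Tlr2*, were all called higher at each time point, both over all genes and adjusted over the list alone. Their median log2 fold change against naive was 1.85 (adjusted p = 4.6e-04), 2.55 (adjusted p = 6.3e-04) and 3.28 (adjusted p = 0.00190) at 14, 28 and 56 dpi, where adjusted p is that of limma's camera test over the gene lists of the comparison. The lowest of the 5 was *Tnf*, with 0.51 (standard error 0.16, adjusted p = 0.0350) at 14 dpi, a call lost under centring on the median of all genes, centring on the 12 housekeeping genes, both Benjamini-Yekutieli settings, the methods' t-test or a term for replicate number, or with naive mouse 2 or 3 or 14 dpi mouse 2 or 3 left out (adjusted p up to 0.564). Quantile normalization gave -0.13 there. In a list of 21 microglia and macrophage genes, 19, 20 and 20 genes were called higher and 1 lower at each time point, with the same counts adjusted over the list alone, and the median was 1.67 (adjusted p = 3.7e-13), 2.23 (adjusted p = 2.1e-12) and 2.91 (adjusted p = 2.2e-09) at 14, 28 and 56 dpi. The gene that fell was *P2ry12*. Among 5 genes of homeostatic microglia, which include *P2ry12*, the median was 1.45 (adjusted p = 0.00476), 1.77 (adjusted p = 0.00769) and 2.06 (adjusted p = 0.0240) at 14, 28 and 56 dpi, with 4 called higher and 1 lower each time. All of these camera calls also hold under limma's fry test, and none holds when camera estimates the correlation between genes instead of using 0.01.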

**Figure 3:**
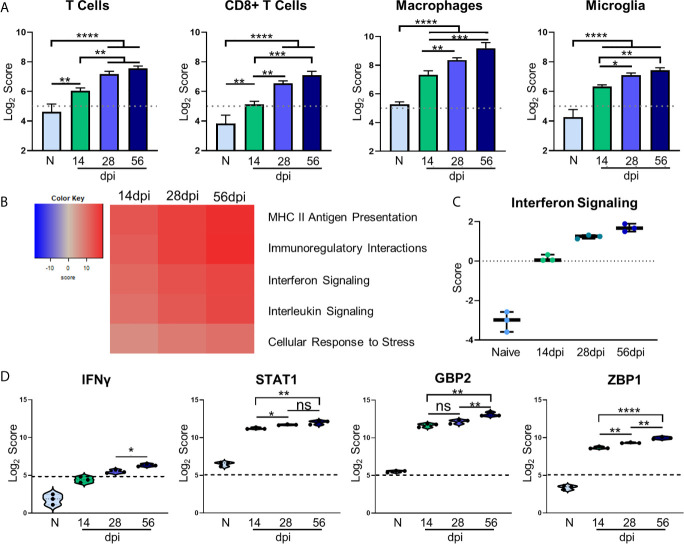
Kinetics of chronic infection demonstrates classical immune cell activation and increases in IFNγ signaling-related genes. Cell-type profiling, global significance analysis, pathway scoring, and individual gene results of merged Neuropathology, Neuroinflammation, and InflammationPLUSCustomCodeset panels. **(A)** log_2_ score plots of infiltrating immune cell types T cells, CD8+ T cells, macrophages, and resident microglia compared to naïve time point control (*p-value < 0.05, **p-value < 0.01, ***p-value < 0.001, ****p-value < 0.0001). All cell types checked for expression above background level of 5 (shown by dashed line). **(B)** Heatmap of directed global significance scores compared to naïve controls based on direction of gene set pathway change. Red denotes gene sets whose genes exhibit extensive over-expression with the covariate, blue denotes gene sets with extensive under-expression. **(C)** Pathway analysis results of Interferon Signaling. Pathway checked for expression compared to background score of 0 (shown by dashed line). **(D)** log_2_ score plots of specific genes relating to IFNγ signaling, specifically *IFNγ*, *STAT1*, *GBP2*, and *ZBP1* compared to naïve time point control (*p-value < 0.05, **p-value < 0.01, ***p-value < 0.001, ****p-value < 0.0001). All genes checked for expression above background level of 5 (shown by dashed line). ns, not significant.

To examine the overall directional change of specific infection-associated pathways, gene set analysis (GSA) was performed and directed global significance scores were analyzed. As seen in **Figure 3B**, classical inflammatory response pathways follow a trend of steady upregulation across all time points supporting the need for a maintained robust immune response. Our pathway analysis results show an anticipated initial increase in IFN signaling during the early chronic stage of infection that consistently increases over time (**Figure 3C**). Downstream IFNγ-dependent mechanisms such as *STAT1* signaling and parasite-killing genes *GBP1* and *ZBP2* are vital to prevent parasite reactivation in the brain (Virreira Winter et al., 2011; Kravets et al., 2012; Hidano et al., 2016; Pittman et al., 2016). To address the kinetics of *IFNγ, STAT1, GBP2*, and *ZBP2* Log_2_ scores of transcript numbers were plotted for each time point (**Figure 3D**). *IFNγ* expression serves as a reassuring control of previously known infection-induced brain changes, results demonstrate low *IFNγ* at 14dpi consistent with lower numbers of T cells at this early stage in the brain (**Figure 3D**, left). This increases as chronicity progresses and reaches peak significance at 56dpi compared to the mid-chronic stage. Despite this conservative *IFNγ* expression, it is highly effective with large increases in IFNγ-dependent signaling including *STAT1*. Corresponding to increased IFNγ-dependent signaling, *STAT1* expression is increased 2-fold in the brain at 14dpi and continues to increase as infection progresses through the mid-chronic stage, levelling off between 28 and 56dpi (**Figure 3D**, second from left). *GBP2* and *ZBP1* expression are also increased at 14dpi compared to naïve controls, but while *GBP2* remains constant until the late stage of infection, *ZBP2* is significantly increased at each time point (**Figure 3D**, right). The differences in timing of expression of these genes suggests stage-specific, IFNγ-dependent mechanisms of parasite control. Taken together, these results demonstrate classical activation of immune cells and infection-associated pathways that supports previous research as well as previously unknown kinetics of IFNγ-dependent signaling mechanisms.

### Kinetic Analysis Reveals Progressive Neuropathological Changes and Previously Unexplored Attempts at Repair During Chronic *Toxoplasma gondii* Infection

Changes in neurochemistry in the infected brain have previously been reported including alterations in the excitatory and inhibitory neurotransmitters (Xiao et al., 2013; Brooks et al., 2015; David et al., 2016; Barbosa et al., 2020) that suggest that even in the absence of clinical pathology, there are underlying changes in neuronal structure and connectivity that would be described as pathological. To determine the full extent of genetic changes related to neuropathology, we analyzed a group of genes with known roles in transmitter function, neural connectivity and function, and neural maintenance and repair *via* GSA and pathway analyses. 

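The pathway scores of the merged panels were not recomputed here. Gene lists were tested in their place with camera, at the preset correlation of 0.01. Genes of endothelium and angiogenesis (11 tested) had a median log2 fold change against naive of 0.65 (adjusted p = 0.00322), 0.89 (adjusted p = 0.00613) and 0.88 (adjusted p = 0.0116) at 14, 28 and 56 dpi, and 6, 10 and 10 of them were called higher (8, 10 and 10 adjusted over the list alone). Quantile normalization gave medians of 0.09, 0.19 and 0.06 without a call (adjusted p up to 0.116), and the call was also lost at 28 and 56 dpi with a minimum mean log2 of 7. Astrocyte genes (6 tested) had a median of 0.31 (adjusted p = 0.695), 0.45 (adjusted p = 0.486) and 0.78 (adjusted p = 0.388) at 14, 28 and 56 dpi. Of them 3, 4 and 4 were called higher and 2 lower each time (4, 4 and 4 higher adjusted over the list alone), and fry, unlike camera, called the list at all 3 time points. Synaptic vesicle release genes (14 tested) had a median of -0.23 (adjusted p = 0.0105), -0.30 (adjusted p = 0.00813) and -0.57 (adjusted p = 0.00117) at 14, 28 and 56 dpi, with 1, 7 and 13 called lower and 1 higher each time (0, 9 and 13 lower adjusted over the list alone). The calls at 14 and 28 dpi were lost under quantile normalization or a minimum mean log2 of 7 (adjusted p up to 0.328). Oligodendrocyte lineage genes (5 tested) had a median of 0.11 (adjusted p = 0.859), 0.01 (adjusted p = 0.662) and 0.21 (adjusted p = 0.853) at 14, 28 and 56 dpi, and at 14 and 28 dpi camera's direction was downward. This median was negative on the median of all genes (-0.08, -0.21 and -0.10) and under quantile normalization (-0.44, -0.43 and -0.30), and at 28 dpi also on the 12 (-0.09) and the 8 shared housekeeping genes (-0.01). The 12 housekeeping genes, most of which set the scale, had a median of 0.01 (adjusted p = 0.753), -0.01 (adjusted p = 0.934) and 0.05 (adjusted p = 0.924) at 14, 28 and 56 dpi, and camera's direction was downward each time. On the median of all genes, on the 12 housekeeping genes and under quantile normalization it was negative at all 3 time points. Under fry the calls of synaptic vesicle genes held at 28 and 56 dpi and not at 14 dpi, and those of endothelial genes at all 3. With an estimated correlation no list was called in C57BL/6 mice.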

GSA results demonstrate upregulation of most of the Neuropathology panel pathways at each time point while a handful of pathways (namely, Vesicle Trafficking, Neural Connectivity, Transmitter Synthesis and Storage, Transmitter Release, and Carbohydrate Metabolism) experience noticeable downregulation (**Figure 4A**). To confirm worsening of neuropathology *via* the activation of CNS-resident immune cells and decreases in neuronal function, Log_2_ scores of the astrocyte activation gene *GFAP* and the inhibitory neurotransmitter GABA signaling gene *GABRA1* were analyzed (**Figure 4B**). Astrocytic *GFAP* increases in expression initially during the early chronic stage of infection, remains steady between 14 and 28dpi, and then experiences a significant increase in expression by 56dpi (**Figure 4B**, top). 

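*Gfap* (chromosome 11, 102887336 to 102897200) had normalized counts of 707 ± 80.7 in naive mice and 3488 ± 516, 4143 ± 619 and 7346 ± 1144 at 14, 28 and 56 dpi (SD, n = 3 each). Its log2 fold change against naive was 2.30 (adjusted p = 1.2e-07), 2.55 (adjusted p = 2.8e-08) and 3.37 (adjusted p = 1.4e-09) at 14, 28 and 56 dpi, each with a standard error of 0.15. Between 14 and 28 dpi it changed by 0.25 (standard error 0.15, adjusted p = 0.361), and between 28 and 56 dpi it rose by 0.83 (standard error 0.15, adjusted p = 0.00430). The second step lost its call under the per-gene Benjamini-Yekutieli setting or the methods' t-test (adjusted p up to 0.144).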

Over the course of chronic infection, *GABRA1* remains at levels comparable to naïve controls until 56dpi where it demonstrates a significant decrease (**Figure 4B**, bottom).

**Figure 4:**
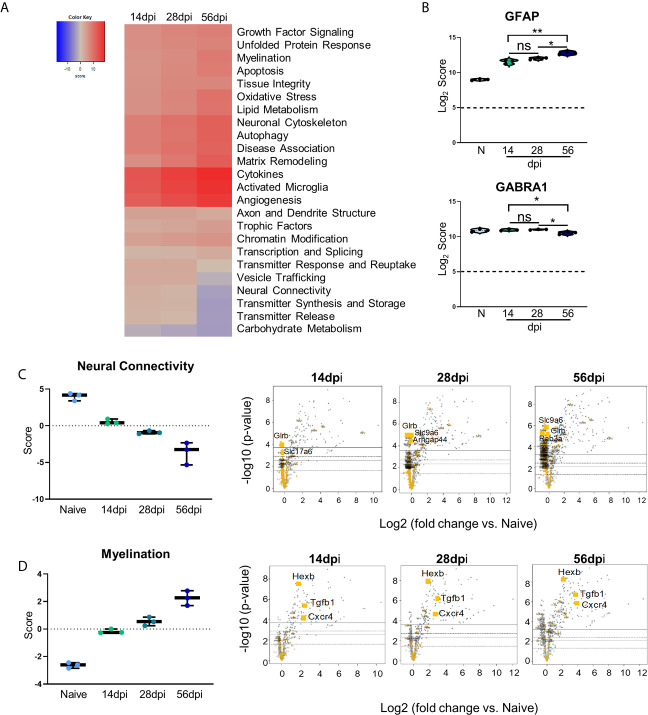
Kinetics of chronic infection reveals progressive neuropathological changes and previously unexplored attempts at repair/maintenance during chronic *T. gondii* infection. Global significance analysis, individual gene, and pathway scoring results of Neuropathology Panel. **(A)** Heatmap of directed global significance scores compared to naïve controls based on direction of gene set pathway change. Red denotes gene sets whose genes exhibit extensive over-expression with the covariate, blue denotes gene sets with extensive under-expression. **(B)** log_2_ score plots of specific genes relating to neuropathology, specifically *GFAP* and *GABRA1* compared to naïve time point control (*p-value < 0.05, **p-value < 0.01). All genes checked for expression above background level of 5 (shown by dashed line). **(C, D)** Pathway analysis and volcano plot results of neural connectivity **(C)** and myelination **(D)** pathways significantly affected during *T. gondii* infection based on analysis. Volcano plot of directed global significance scores for neural connectivity and myelination gene sets. Genes within the selected gene set are highlighted in orange. Top three genes driving directional change identified based on fold change (x-axis) vs. p-value (y-axis). Four adjusted p-value cutoffs in each plot are as follows from bottom (dashed line) to top (solid line): <0.50, <0.10, <0.05, <0.01. ns, not significant.

As neurons are the primary CNS-resident cell type infected by *T. gondii*, and these cells undergo changes in morphology and function during infection, the pathway of neural connectivity was examined more thoroughly *via* pathway analysis and corresponding volcano plots. Pathway analysis supports GSA results and shows a steady decrease in neural connectivity across all timepoints (**Figure 4C**). 

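Glutamate receptor and transporter genes (16 tested) had a median log2 fold change against naive of -0.25 (adjusted p = 0.00179), -0.31 (adjusted p = 0.00380) and -0.57 (adjusted p = 4.6e-04) at 14, 28 and 56 dpi in C57BL/6 mice. Of these, 3, 9 and 15 were called lower, with the same counts adjusted over the list alone. Genes of GABA neurons (10 tested) had a median of -0.05 (adjusted p = 0.228), -0.26 (adjusted p = 0.0300) and -0.43 (adjusted p = 0.0217) at 14, 28 and 56 dpi, with 0, 5 and 8 called lower (0, 5 and 8 adjusted over the list alone). fry called the glutamate list at all 3 time points and the GABA neuron list at 28 and 56 dpi, as camera did, and with an estimated correlation neither was called. The call of the GABA neuron list was also lost at 28 dpi under centring on the median of all genes, centring on the 12 housekeeping genes, quantile normalization or a minimum mean log2 of 7 (adjusted p up to 0.183) and at 56 dpi under centring on the median of all genes, quantile normalization or a minimum mean log2 of 7 (adjusted p up to 0.148). *Rab3a* (chromosome 8, 70754703 to 70758608), a gene of synaptic vesicles, had a log2 fold change of -0.29 (adjusted p = 0.0373), -0.49 (adjusted p = 9.6e-04) and -0.77 (adjusted p = 1.2e-05) at 14, 28 and 56 dpi, each with a standard error of 0.09. That of *Arhgap44* (chromosome 11, 65002039 to 65162972) was -0.10 (adjusted p = 0.374), -0.31 (adjusted p = 0.00476) and -0.36 (adjusted p = 0.00106) at 14, 28 and 56 dpi, each with a standard error of 0.07.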

Volcano plots of the genes driving the neural connectivity score show increases in significantly downregulated genes as infection progresses corresponding with the lower GSA score at each time point (**Figure 4C**). One gene that drives this downregulation at all time points is *Glrb*, a receptor that functions as a neurotransmitter-gated ion channel (Handford et al., 1996; Ridderbusch et al., 2019). 

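*Glrb* (chromosome 3, 80843598 to 80913660) had normalized counts of 2812 ± 26.2 in naive mice and 2122 ± 145, 1931 ± 51.9 and 1765 ± 151 at 14, 28 and 56 dpi (SD, n = 3 each). Its log2 fold change against naive was -0.41 (adjusted p = 0.00238), -0.54 (adjusted p = 2.1e-04) and -0.68 (adjusted p = 1.9e-05) at 14, 28 and 56 dpi, each with a standard error of 0.08, and no alternative setting or single mouse changed a call.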

*Slc9a6*, a gene that encodes the protein NHE6 which plays a role in dendritic spine growth (Park et al., 2006; Gao et al., 2019), becomes highly downregulated at the later time points (**Figure 4C**). 

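*Slc17a6* (chromosome 7, 51621830 to 51671126), which encodes a vesicular glutamate transporter, had normalized counts of 789.7 ± 4.13 in naive mice and 616 ± 44.6, 555 ± 34.4 and 537 ± 45.3 at 14, 28 and 56 dpi (SD, n = 3 each). Its log2 fold change against naive was -0.36 (adjusted p = 0.00859), -0.51 (adjusted p = 5.4e-04) and -0.56 (adjusted p = 1.6e-04) at 14, 28 and 56 dpi, each with a standard error of 0.09. At 14 dpi the call was lost under both Benjamini-Yekutieli settings (adjusted p up to 0.0612).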

*Slc17a6* which aids in glutamate uptake (Takamori et al., 2001; Serrano-Saiz et al., 2020) drives downregulation of neural connectivity at 14dpi (**Figure 4C**). In addition to supporting previous findings and in contrast to immune scoring, this data suggests a continuous progression of neuropathology specifically in the areas of neurotransmitter production and function (**Supplementary Table 1**).

GSA and pathway analyses also reveal an increase in pathways associated with myelination (**Figures 4A, D**). 

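The panel's own myelination pathway was not recomputed here. A list of myelin sheath genes (10 tested) had a median log2 fold change against naive of -0.15 (adjusted p = 0.0318), -0.20 (adjusted p = 0.127) and 0.04 (adjusted p = 0.490) at 14, 28 and 56 dpi in C57BL/6 mice. At 56 dpi the mean of the list was -0.13 and camera's direction was downward, so the median differs from both in sign. It was negative on the median of all genes (-0.28), on the 12 housekeeping genes (-0.10) and under quantile normalization (-0.25). Of the 10 genes, 0, 1 and 1 were called higher and 3, 5 and 3 lower, and 0, 1 and 1 higher and 3, 5 and 2 lower adjusted over the list alone. The camera call at 14 dpi did not hold under fry or with an estimated correlation, and was lost under centring on the median of all genes, quantile normalization, a minimum mean log2 of 7 or a fit of all 24 mice, or with naive mouse 1 or 14 dpi mouse 3 left out (adjusted p up to 0.148). *Ugt8a*, an enzyme of myelin lipid synthesis, had a log2 fold change of -0.34 (adjusted p = 0.0343), -0.67 (adjusted p = 2.6e-04) and -0.94 (adjusted p = 8.0e-06) at 14, 28 and 56 dpi, each with a standard error of 0.11, and *Mbp* of -0.41 (adjusted p = 0.00915), -0.35 (adjusted p = 0.0161) and -0.24 (adjusted p = 0.0484) at 14, 28 and 56 dpi, each with a standard error of 0.10.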

The myelination pathway experiences consistent upregulation as infection progresses through chronicity (**Figures 4A, D**). It is well known that myelination of neuronal axons is a critical process not only for neuronal signaling, but also for continued supply of required metabolites to neurons for their survival and function and the process of re-myelination has been seen in various instances of CNS injury and disease (Saab and Nave, 2017; Wang F. et al., 2018). 

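*Tgfb1* (chromosome 7, 25687002 to 25705077) had normalized counts of 53.3 ± 9.80 in naive mice and 178 ± 11.5, 251 ± 29.4 and 383 ± 71.0 at 14, 28 and 56 dpi (SD, n = 3 each) and a log2 fold change against naive of 1.73 (adjusted p = 1.5e-06), 2.22 (adjusted p = 9.7e-08) and 2.82 (adjusted p = 6.0e-09) at 14, 28 and 56 dpi, each with a standard error of 0.15. For *Cxcr4* (chromosome 1, 128588199 to 128592299) the counts were 37.5 ± 4.20 in naive mice and 87.4 ± 15.5, 107 ± 11.7 and 216 ± 46.5 at 14, 28 and 56 dpi (SD, n = 3 each). Only 2 of its 3 naive mice exceeded background, and the log2 fold change was 1.19 (adjusted p = 1.3e-04), 1.49 (adjusted p = 1.4e-05) and 2.48 (adjusted p = 6.7e-08) at 14, 28 and 56 dpi, each with a standard error of 0.17. Neither gene is in the myelin sheath list.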

Throughout all stages of infection, the increase in the myelination pathway is driven by the genes *Hexb*, *Tgfb1*, and *Cxcr4* (**Figure 4D**). These results demonstrate an increase in genes associated with myelination and support increased attempts at repair of neuropathology.

### Kinetics of *Toxoplasma gondii* Infection Reveals Significant Alteration of Novel Genes

In addition to changes in expression of canonical *T. gondii* infection-associated genes, differential expression analysis also identified significant changes in several genes previously not associated with this parasitic infection. Of the 25 most significantly upregulated genes from all time points compared to Naïve controls, 4 of these genes were determined to be novel in the context of *T. gondii* infection, and their Log_2_ scores were analyzed further (**Figure 5A**).

**Figure 5:**
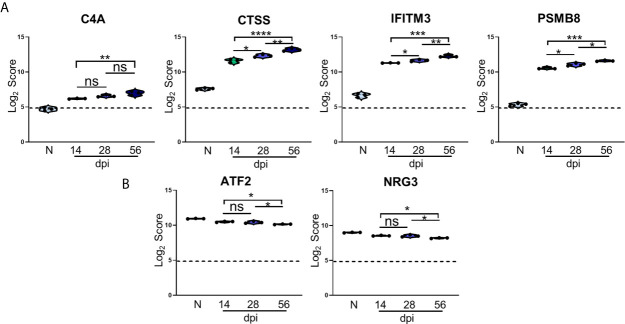
Kinetics of *T. gondii* infection reveals significant alteration of novel genes. **(A, B)** log_2_ score plots of specific novel genes from merged Neuropathology, Neuroinflammation, and InflammationPLUSCustomCodeset panels compared to naïve time point control. **(A)** Violin plot results of most highly upregulated non-canonical genes *C4A*, *CTSS*, *IFITM3*, and *PSMB8* as determined by differential expression analysis. **(B)** Results of most highly downregulated non-canonical genes *ATF2* and *NRG3* as determined by differential expression analysis. All genes shown are expressed above background threshold of 5 (shown by dashed line) and are significantly altered during infection based on differential expression analysis statistics (p-value<0.01). All graphs shown as fold change over background. Significance between timepoints determined by One-Way ANOVA using Multiple Comparisons (*p-value <0.05, **p-value <0.01, ***p-value < 0.001, ****p-value < 0.0001). ns, not significant.

*C4A* gene expression increases compared to naïve controls beginning at the early stage of chronic infection, and while this expression does not change significantly between 14dpi and 28dpi or 28dpi and 56dpi, expression increases by approximately 1.5 fold overall between the early and late chronic stages (**Figure 5A**). This gene is primarily known for activation of the complement pathway along with *C3A* and *C5A* (Liesmaa et al., 2018; Melbourne et al., 2018; Prasad et al., 2018; Ji et al., 2019). 

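*C4a* (chromosome 17, 34809092 to 34823460) had normalized counts of 36.5 ± 7.66 in naive mice and 83.9 ± 2.81, 95.4 ± 11.4 and 132 ± 26.5 at 14, 28 and 56 dpi (SD, n = 3 each), with 1 of the 3 naive mice above background. Its log2 fold change against naive was 1.20 (adjusted p = 8.1e-05), 1.37 (adjusted p = 1.7e-05) and 1.83 (adjusted p = 7.6e-07) at 14, 28 and 56 dpi, each with a standard error of 0.16. The changes between time points were 0.18 (standard error 0.16, adjusted p = 0.544) from 14 to 28 dpi, 0.45 (standard error 0.16, adjusted p = 0.0641) from 28 to 56 dpi and 0.63 (standard error 0.16, adjusted p = 0.00833) from 14 to 56 dpi. The change from 28 to 56 dpi was called under centring on the 8 shared housekeeping genes or the unadjusted p, or with naive mouse 1 or 56 dpi mouse 1 left out, and that from 14 to 56 dpi lost its call under quantile normalization, both Benjamini-Yekutieli settings or the methods' t-test (adjusted p up to 0.176). On the log2 scale, the mean at 56 dpi was 1.10 times that at 14 dpi. That is a ratio of log2 values, whereas the fold change in counts is that between the means of 83.9 and 132.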

*CTSS* is a member of the peptidase C1 family that encodes for cathepsin S which is expressed by neurons in the CNS (Ji et al., 2018). Similar to *C4A*, *CTSS* expression experiences >1.5 fold change over the course of infection, but this gene is also significantly increased at each chronic time point (**Figure 5A**). *IFITM3*, commonly known for its anti-viral functions, experiences a similar pattern of upregulation as *CTSS*, and over the course of chronic infection is upregulated >1.5 fold overall (**Figure 5A**). 

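*Psmb8* (chromosome 17, 34198195 to 34201454), which encodes a subunit of the immunoproteasome, had normalized counts of 32.8 ± 2.61 in naive mice and 1517 ± 264, 1975 ± 343 and 2593 ± 68.2 at 14, 28 and 56 dpi (SD, n = 3 each), with 2 of the 3 naive mice above background. The changes between time points were 0.38 (standard error 0.15, adjusted p = 0.152) from 14 to 28 dpi, 0.41 (standard error 0.15, adjusted p = 0.0643) from 28 to 56 dpi and 0.79 (standard error 0.15, adjusted p = 0.00123) from 14 to 56 dpi. The first step was called under the unadjusted p and the second under centring on the 8 shared housekeeping genes, a minimum mean log2 of 7, the unadjusted p or a fit of all 24 mice, or with 14 dpi mouse 3 left out. The change from 14 to 56 dpi lost its call under the per-gene Benjamini-Yekutieli setting (adjusted p up to 0.0517). On the log2 scale, the mean at 56 dpi was 2.23 times that of naive mice.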

*PSMB8* expression increases 2-fold overall and follows the trend of a step-wise increase between each time point (**Figure 5A**). This gene has the greatest fold change in expression compared to naïve controls.

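Against naive, the log2 fold change of *Psmb8* was 5.48 (adjusted p = 6.4e-11), 5.86 (adjusted p = 2.9e-11) and 6.27 (adjusted p = 1.3e-11) at 14, 28 and 56 dpi, each with a standard error of 0.15. Over the background of naive mice, *Psmb8* rose at least 37.7-fold, 49.1-fold and 64.5-fold. Of the 697 genes, *Ccl5* had a larger fitted log2 fold change at 14 and 28 dpi, and *Ccl5*, *C3* and *Cybb* did at 56 dpi. All naive values of *Ccl5* and *Cybb* lie below background. At 14 dpi *Ccl5* rose at least 38.3-fold over background and at 56 dpi *Cybb* at least 41.1-fold, so there their place above *Psmb8* rests on values under the floor.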

While the majority of novel differentially expressed genes are upregulated over the course of infection, a handful of previously unreported genes are significantly downregulated compared to naïve controls (**Figure 5B**). One such gene is *ATF2*, activating transcription factor 2, which is required to regulate the transcription of the pro-inflammatory cytokine TNFα (Falvo et al., 2000; Tsytsykova and Goldfeld, 2002). *ATF2* decreases significantly from 28dpi to 56dpi after an initial decrease at 14dpi (**Figure 5B**). *NRG3* belongs to the NRG gene family and is the second most common form of NRG found in the adult brain (Paterson et al., 2017). *NRG3* experiences a similar decrease in expression as *ATF2* over the course of chronicity (**Figure 5B**). Taken together, the consistent pattern of change in these newly analyzed genes over the course of infection point to additional targets for understanding the complexity of chronic infection.

### BALB/c Mice Exhibit Differences in Timing and Expression of Genes, Immune Cell Recruitment, and Pathway Activation Compared With C57BL/6 Mice Suggesting Decreased Neuropathology and Enhanced Repair

Host genetics influence the outcome of Toxoplasma infection even if they do not prevent chronic infection. Thus, C57BL/6 mice are considered susceptible with high cyst burden that levels off around 30 days post infection (Burke et al., 1994) while BALB/c mice, another commonly used mouse strain, are more resistant (**Supplementary Figure 1**) (Mukhopadhyay et al., 2020). While the increased resistance to infection in BALB/c mice has previously been linked to enhanced immune response specifically *via* MHC gene expression (Brown et al., 1995), less is known regarding how neuropathology signatures differ between resistant BALB/c mice and the more susceptible C57BL/6 model over the course of chronic infection.

To compare neuropathology and neuroinflammatory signatures in BALB/c and C57BL/6 mice during chronic infection, NanoString analysis was conducted on BALB/c mouse brain RNA using the same time points of infection as before. 

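Whole brains of 12 female BALB/c mice, 3 naive and 3 at each of 14, 28 and 56 dpi, were assayed on the same Neuropathology panel, and the same 697 genes were kept. Recovered totals ranged from 371821 to 381189 (median 379928) in naive mice, 333440 to 396531 (median 395975) at 14 dpi, 358534 to 422916 (median 393844) at 28 dpi and 349405 to 448826 (median 384169) at 56 dpi. The background was 24.9 to 43.0 counts before normalization, and 628 to 700 genes per mouse exceeded it. Each strain carries a scale of its own in these values: 8 housekeeping genes had an equal mean log2 value in the 12 BALB/c mice (SD 6.2e-06), whereas 10 did in C57BL/6 mice. As deposited, the median of the log2 differences of all genes, BALB/c minus C57BL/6, was -0.31 in naive mice and -0.31, -0.37 and -0.34 at 14, 28 and 56 dpi, and BALB/c mice were also lower in 10, 10, 11 and 10 of the 12 housekeeping genes. Strains were therefore compared after centring each mouse on the mean log2 value of all 12 housekeeping genes, an alternative set beforehand, which leaves median differences of -0.02, -0.03, -0.01 and 0.05. The plan had been to compare the strains as deposited, and this was changed once the offset was seen, so the values as deposited are given beside the others where they change a call. BALB/c mice were compared with naive BALB/c mice in a limma fit of the 12 mice. BALB/c were compared with C57BL/6 mice in a fit of all 24 on the common scale. The difference in response, that is the change from naive in BALB/c minus the change in C57BL/6 mice, was taken from a fit of all 24 to the values as deposited, since a factor common to a strain cancels in it. An offset that varies between stages does not cancel. In the mean of the 12 housekeeping genes the offset was -0.29 in naive mice and -0.28, -0.35 and -0.39 at 14, 28 and 56 dpi. In simulated data with 200 changed genes, 99.5% were called for 14 dpi against naive, 99.0% for the strains and 95.0% for the difference in response.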

Results of merged BALB/c vs. C57BL/6 analysis demonstrate initial differences in gene expression between naïve mice (**Figure 6A**) consistent with previous analysis (Sellers et al., 2011; Yuan et al., 2020). In contrast to B6 mice which generally show a continued increase in gene change over the course of infection, BALB/c mice exhibit the largest change at 14dpi which then returns to patterns similar to naïve at chronic infection. (**Figure 6A**). 

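In BALB/c mice 203 of 697 genes were called against naive at 14 dpi, 163 higher and 40 lower, followed by 122 at 28 dpi, 107 higher and 15 lower, and 101 at 56 dpi, 94 higher and 7 lower. Called genes that rose at least 2-fold numbered 71, 46 and 43. The 3 infected mice did not overlap the naive mice in 286, 215 and 213 genes (41.0, 30.8 and 30.6%, 10% by chance). From 14 to 28 dpi 74 genes were called, 7 higher and 67 lower, and from 14 to 56 dpi 78, 3 higher and 75 lower. The largest falls from 14 to 28 dpi were those of *Ccl5* (log2 fold change -1.98, standard error 0.20, adjusted p = 2.3e-04) and *Cxcl11* (-1.57, standard error 0.20, adjusted p = 5.1e-04). Between 28 and 56 dpi limma called 0 genes. Without adjustment it had 24 higher and 21 lower, the methods' t-test also called 0, and 90 genes (12.9%) did not overlap, against 10% by chance. With BALB/c naive mouse 1 left out 2 genes were called there, and with 56 dpi mouse 3 left out 1. Against naive, centring on the median of all genes gave 117 higher and 291 lower, 93 higher and 99 lower and 75 higher and 166 lower genes at 14, 28 and 56 dpi, and quantile normalization gave 107 higher and 287 lower, 71 higher and 99 lower and 65 higher and 79 lower. On the 12 housekeeping genes the split at 14 dpi was 139 higher and 137 lower. Between 14 and 28 dpi these scalings gave 69 higher and 50 lower, 40 higher and 60 lower and 15 higher and 57 lower, and between 14 and 56 dpi 16 higher and 67 lower, 33 higher and 67 lower and 12 higher and 66 lower. Of 219 genes called at 1 or more time points, 87 were called at 14 dpi alone (39.7%) and 89 at all 3 (40.6%). The correlation of log2 fold changes across genes between 28 and 56 dpi was 0.971 (simulated mean 0.491, highest 0.798), where the simulation again has shared naive mice and no effect of infection.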

Principal component analysis (PCA) shows little variation between biological replicates and no divergent point between BALB/c and C57Bl/6 instead gene expression in these different hosts at all time points remain separated. Based on PC1 and PC2 clustering of day 28 and day 56 post infection on the BALB/c background are almost identical (**Figure 6B**). 

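With all 24 mice on the common scale, the first component held 61.6% and the second 22.7% of the variance. The centres of BALB/c mice at 28 and 56 dpi lay 1.08 apart in this plane. The mean distance between pairs of mice was 1.66 at 28 dpi and 1.02 at 56 dpi. Distances between single mice are larger than their distances from a centre, so they are no direct measure against the distance between centres. From the BALB/c naive centre, the groups of 14, 28 and 56 dpi lay 22.7, 16.8 and 15.8 away, and in C57BL/6 mice 20.9, 26.1 and 31.97. Between strains the centres were 8.73 apart in naive mice, 13.3 at 14 dpi, 17.5 at 28 dpi and 22.6 at 56 dpi. As deposited, the naive centres were 11.8 apart and the BALB/c centres of 28 and 56 dpi 1.07.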

When comparing DEGs between naïve C57BL/6 and BALB/c mice, there is an initial difference in gene expression (**Figure 6C**). 

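Between naive BALB/c and naive C57BL/6 mice 315 of 697 genes were called, 139 higher and 176 lower in BALB/c mice, on the common scale of 12 housekeeping genes. Of these, 4 were at least 2-fold higher and 6 at least 2-fold lower. The split depended on how the strains were scaled: as deposited it was 42 higher and 367 lower, centred on 8 housekeeping genes 128 higher and 195 lower, centred on the median of all genes 150 higher and 170 lower and under quantile normalization 150 higher and 135 lower. In 370 genes (53.1%) the mice of the strains did not overlap, against 10% by chance. The gene lowest in BALB/c relative to C57BL/6 mice was *Atp6v0e2*, with a log2 fold change of -2.77 (standard error 0.28, adjusted p = 2.2e-07), followed by *Dlgap1*, -2.34 (standard error 0.13, adjusted p = 7.9e-11), and *Pak1*, -1.76 (standard error 0.16, adjusted p = 8.3e-08). *Mmp16* was higher in BALB/c mice by 1.14 (standard error 0.11, adjusted p = 1.4e-07). At 14, 28 and 56 dpi the strain comparison called 313, 397 and 487 genes, with 147 higher and 166 lower, 189 higher and 208 lower and 255 higher and 232 lower in BALB/c mice. As deposited these splits were 44 higher and 370 lower, 63 higher and 418 lower and 99 higher and 388 lower. At 28 dpi the median of all genes gave 240 higher and 170 lower, and at 56 dpi the 8 housekeeping genes gave 180 higher and 291 lower. In 138 genes the strains differed in one direction in naive mice and at all 3 time points, and 61 of them did under each of the 5 scalings. Differences between strains can come from sequence differences under a probe or a difference between runs as well as from expression, which the panel's values cannot separate. Before normalization the positive control POS_F read 50 to 110 counts in C57BL/6 and 26 to 51 in BALB/c mice. The positive control POS_A read 11436 to 27483 and 13222 to 21399. A difference between the assays of the strains is therefore not ruled out.

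**Figure D1:**
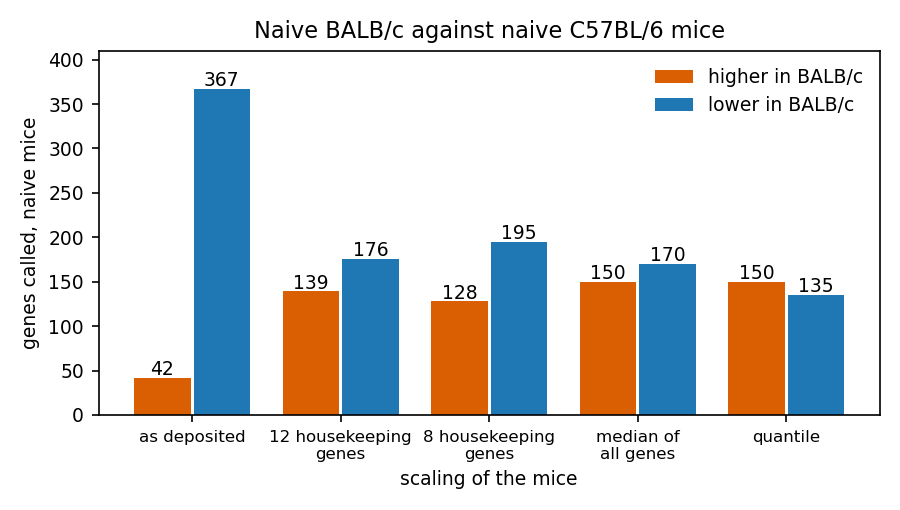
Number of genes called higher or lower (bars side by side) in naive BALB/c than in naive C57BL/6 mice (3 mice each) under 5 scalings of the same 697 genes. As deposited 42 genes are higher and 367 lower, and on the 12 housekeeping genes 139 and 176.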

While most DEGs (582) are conserved between the 2 strains, the majority of BALB/c genes are downregulated compared to naïve C57BL/6 mice, and there are notably less DEGs that are specific to BALB/c mice (24 BALB/c compared to 230 C57BL/6). At each infection time point, there are between 350-420 genes that remain shared between the 2 mouse strains suggesting conserved gene expression changes relating to neuropathology and neuroinflammation across different mouse species (**Figure 6D**). However, despite this shared number of altered genes, there is a much higher number of DEGs in C57BL/6 mice (368, 543, and 436 genes respectively) compared to BALB/c mice (94, 31, and 27 genes) at each time point. It is important to note that BALB/c mice also have lower numbers of DEGs overall at each time point compared to C57BL/6 mice (**Supplementary Table 2**). 

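At 14, 28 and 56 dpi, 137, 110 and 98 genes were called against naive in both strains, 137, 108 and 96 of them in the same direction. Genes called in C57BL/6 mice only numbered 43, 235 and 391, and those called in BALB/c mice only 66, 12 and 3. A gene called in 1 strain only need not respond differently, so the difference in response was tested. Of the genes called in C57BL/6 mice only, 0, 52 and 282 had a called difference in response at 14, 28 and 56 dpi. Of those called in BALB/c mice only, 1, 5 and 2 did. The number called in both strains moved by more than 1.5 times under other settings. It was 314, 178 and 230 on the median of all genes, 237 at 14 dpi under quantile normalization, 83 and 71 at 14 and 28 dpi with a minimum mean log2 of 7, 84, 58 and 52 in a per-gene linear model with Benjamini-Yekutieli adjustment, 71 and 62 at 28 and 56 dpi under that adjustment alone, 53 and 59 at 28 and 56 dpi under the methods' t-test, and 149 at 56 dpi without adjustment. Across all 697 genes, the difference in response was called in 3 genes at 14 dpi, 3 higher and 0 lower in BALB/c mice, 130 at 28 dpi, 31 higher and 99 lower, and 377 at 56 dpi, 184 higher and 193 lower. Without adjustment the counts were 24 higher and 27 lower at 14 dpi, 74 and 139 at 28 dpi, and 209 and 204 at 56 dpi. The 3 genes called at 14 dpi were *H2-Ea-ps*, *Cxcl11* (3.38, standard error 0.28, adjusted p = 4.1e-08) and *Psmb9* (1.41, standard error 0.26, adjusted p = 0.00749), and 5 were called with BALB/c naive mouse 3 left out. The annotation of the C57BL/6 genome lists both *H2-Ea-ps* and *Cxcl11* as transcribed pseudogenes. A difference of these genes between the strains in sequence was not tested and cannot be told apart from a stronger response. At 56 dpi the largest deficit in BALB/c mice was that of *C3*, -3.81 (standard error 0.26, adjusted p = 1.2e-09). Splits changed with scaling, to 147 higher and 89 lower at 28 dpi on the median of all genes, 52 higher and 91 lower on the 12 housekeeping genes and 52 higher and 87 lower under quantile normalization. At 56 dpi the first of these gave 275 higher and 158 lower and quantile normalization 228 higher and 149 lower, which also gave 6 higher and 3 lower at 14 dpi. Across genes, the slope of BALB/c on C57BL/6 log2 fold changes was 0.968 at 14 dpi, 0.567 at 28 dpi and 0.406 at 56 dpi, with correlations of 0.888, 0.845 and 0.785. Genes are not independent replicates in these values.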

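At 14 dpi the number of called genes was higher in BALB/c than in C57BL/6 mice, and at 28 and 56 dpi it was lower. Leaving out single mice moved the count at 14 dpi between 153 and 223 in C57BL/6 and between 155 and 217 in BALB/c mice, so the strains did not differ there beyond what 1 mouse changes. The ranges were 226 to 377 and 99 to 120 at 28 dpi, and 444 to 495 and 78 to 104 at 56 dpi. The mean log2 fold change of genes called higher was 1.32, 1.24 and 1.28 in BALB/c mice at 14, 28 and 56 dpi. The SD of all 697 log2 fold changes was 0.88, 0.66 and 0.63 in BALB/c and 0.81, 0.99 and 1.21 in C57BL/6 mice.

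**Figure D2:**
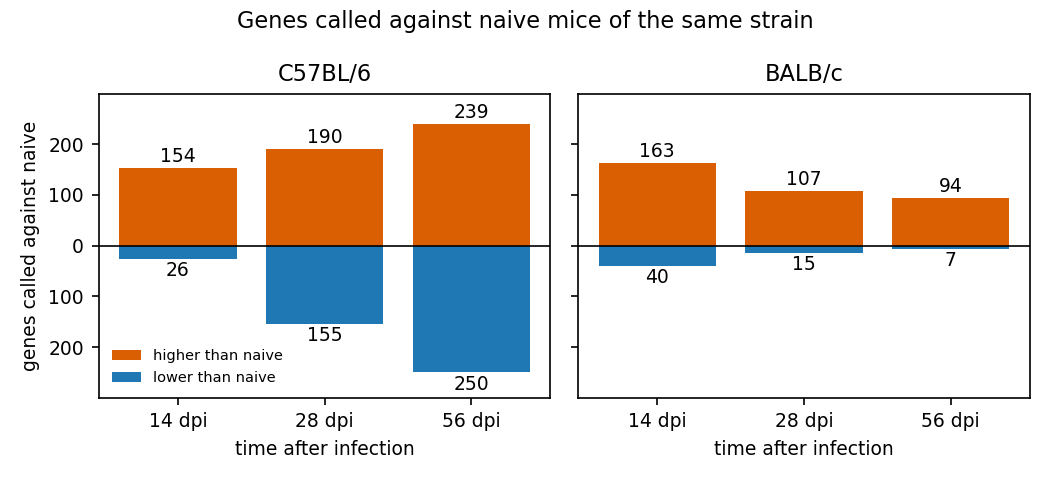
Number of genes called higher (upward bars) or lower (downward bars) than in naive mice of the same strain at 14, 28 and 56 dpi, for C57BL/6 and BALB/c mice, 3 mice per group and 697 genes tested. Lower genes grow from 26 to 250 in C57BL/6 mice and shrink from 40 to 7 in BALB/c mice.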

The underlying genetic difference between these two strains of mice is observed in the expression of MHC II (*H2-Ea-ps*) and dominates the genes that are upregulated in BALB/c mice (**Figure 6D**). It is not apparent in baseline differences as little MHC II expression occurs in a naïve brain. 

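*H2-Ea-ps*, listed in the annotation under *H2-Ea* (chromosome 17, 34341952 to 34344645), is a gene for a class II alpha chain, annotated as a transcribed pseudogene in the C57BL/6 genome. In infected BALB/c mice its normalized counts were 4869.7 ± 166, 3945 ± 214 and 4084 ± 314 at 14, 28 and 56 dpi (SD, n = 3 each). The log2 fold change against naive BALB/c mice was 6.82 (adjusted p = 7.9e-13), 6.52 (adjusted p = 1.3e-12) and 6.56 (adjusted p = 1.2e-12) at 14, 28 and 56 dpi, each with a standard error of 0.11. In infected C57BL/6 mice the counts were 12.8 ± 3.81, 12.8 ± 1.72 and 19.2 ± 5.64 (SD, n = 3 each), below background in every mouse. BALB/c exceeded C57BL/6 mice by a log2 fold change of 8.78 (standard error 0.19, adjusted p = 5.6e-19) at 14 dpi, 8.52 (adjusted p = 1.0e-18) at 28 dpi and 8.09 (adjusted p = 2.9e-18) at 56 dpi, at least 133, 133 and 107 times the background of C57BL/6 mice. It was the largest difference between the strains at each of these times, and the difference in response was 6.28 (adjusted p = 1.0e-12), 5.95 (adjusted p = 2.8e-12) and 5.48 (adjusted p = 1.4e-11) at 14, 28 and 56 dpi. Against naive C57BL/6 mice the log2 fold change was 0.54 (adjusted p = 0.118), 0.57 (adjusted p = 0.0662) and 1.09 (adjusted p = 0.00148) at 14, 28 and 56 dpi, each with a standard error of 0.24, all from values below background. The call at 56 dpi was lost under quantile normalization, a floor of 32 on the values or the per-gene Benjamini-Yekutieli setting (adjusted p up to 1.00).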

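In naive mice *H2-Ea-ps* counts were 42.5 ± 6.99 in BALB/c and 8.42 ± 2.04 in C57BL/6 mice (SD, n = 3 each). The log2 fold change between naive strains was 2.51 (standard error 0.19, adjusted p = 6.0e-09), the largest fitted one of the genes called higher in BALB/c mice. All 3 naive BALB/c mice lay above their background, and all 3 C57BL/6 mice below theirs, so 2.51 rests on values under the floor and the difference is at least 1.06-fold over background.

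**Figure D3:**
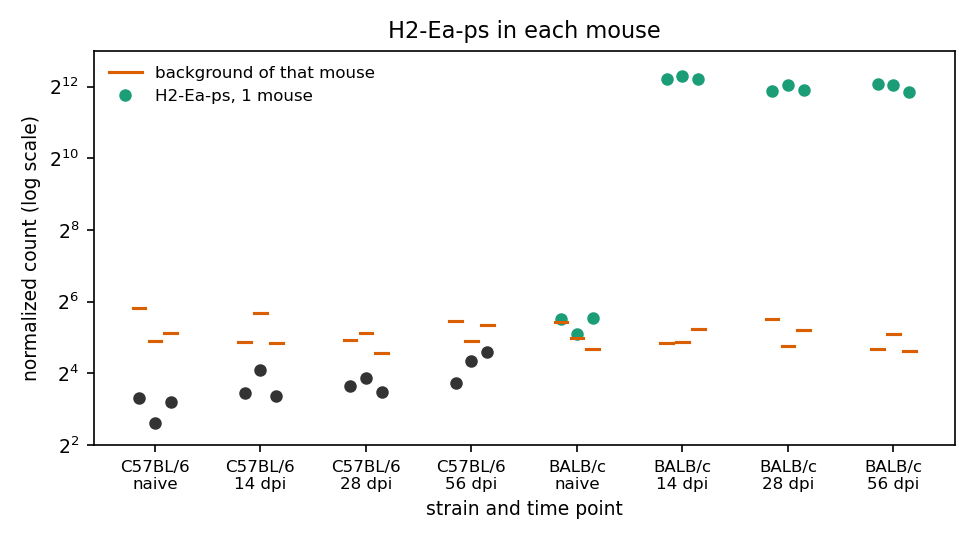
Normalized counts of *H2-Ea-ps* on a log scale in each of the 24 mice by group, C57BL/6 in dark and BALB/c in green, with an orange dash at the background of that mouse. C57BL/6 mice lie between 6.10 and 24.3, each below its dash, and infected BALB/c mice between 3722 and 5061.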

The overall downregulation of genes following infection of BALB/c mice is dominated by *Mpeg1* and *Pttg1* (**Figure 6D**). These genes are primarily responsible for innate immune responses and apoptosis *via* the p53 pathway (Zhang X. et al., 1999; Bernal et al., 2002; Bai et al., 2018; McCormack et al., 2020; Ni et al., 2020).

**Figure 6:**
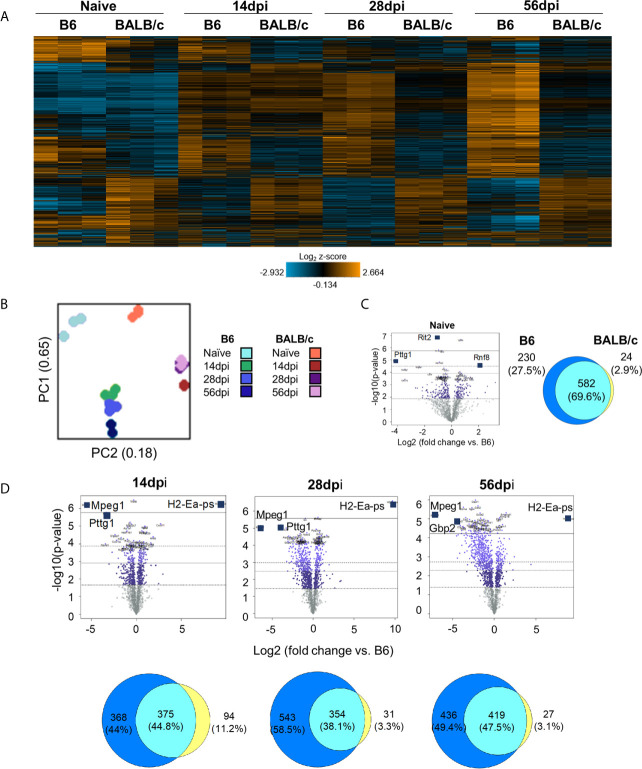
BALB/c mice exhibit differences in timing and expression of genes compared to B6 mice during chronic infection. **(A)** Heat map of all genes from B6vsBALB/c merged Neuropathology, Neuroinflammation, and InflammationPLUSCustomCodeset panels. Gene expression depicted from low expression (blue) to high expression (orange). Heat map generated from normalized gene expression data using Basic nSolver software. **(B)** PCA plot of B6 and BALB/c biological replicates at all time points. Numbers on axes represent percentage of variation in that component. **(C, D)** BALB/c differential expression analysis results and overlap between differentially expressed genes of Naïve **(C)** and infection timepoints **(D)** (14dpi, 28dpi, and 56dpi) compared to B6 control values. Top 3 genes identified based on fold change (x-axis) vs. p-value (y-axis). 4 adjusted p-value cutoffs in each plot are as follows from bottom (dashed line) to top (solid line): <0.50, <0.10, <0.05, <0.01. Numbers and percentages in Venn diagrams based on genes significantly upregulated with adjusted p-value cutoff <0.05.

Based on the differences in differential gene expression between BALB/c mice and C57BL/6 mice, cell type profiling and pathway analyses were conducted to determine effects of cell composition and pathway activation on differences in BALB/c vs. C57BL/6 neuropathology signatures. Cell type profiling demonstrates notable differences in cell composition in the brain across chronic infection between these strains (**Figure 7A**). At each stage, BALB/c mice demonstrate drastically different cell composition overall compared to those of C57BL/6 mice at the same infection stage after comparison to control “Tumor Infiltrating Leukocyte” (TIL) expression as well as other cell types. While not all cell types are consistently up- or downregulated in BALB/c mice at each time point, CD4+ and CD8+ T cells show patterns of decreased and increased amounts respectively (**Figure 7A**) corresponding with previous research demonstrating decreased importance of CD4+ T cells and increased dependence on CD8+ T cell activity in BALB/c chronic infection (Parker et al., 1991; Deckert-Schlüter et al., 1994; Harris et al., 2010). In addition, there are significantly elevated macrophages at 56dpi in BALB/c mice compared to C57BL/6 mice. 

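In naive mice and at 14, 28 and 56 dpi, *Cd4* (chromosome 6, 124864693 to 124888247) had normalized counts of 48.7 ± 10.4, 55.6 ± 10.9, 50.5 ± 9.52 and 45.4 ± 15.5 (SD, n = 3 each) in BALB/c mice and 60.1 ± 9.50, 69.7 ± 15.1, 82.5 ± 6.04 and 98.6 ± 6.81 (SD, n = 3 each) in C57BL/6 mice. The log2 difference of BALB/c from C57BL/6 mice in *Cd4* was -0.02 (adjusted p = 0.950), -0.04 (adjusted p = 0.909), -0.36 (adjusted p = 0.149) and -0.76 (adjusted p = 0.00269) in naive mice and at 14, 28 and 56 dpi, each with a standard error of 0.21. At 56 dpi the call was lost under quantile normalization or the methods' t-test (adjusted p up to 0.0849), and at 28 dpi *Cd4* was called lower under the values as deposited or a fit of the 6 mice of that time point. Between the strains, the response of *Cd4* to infection differed by -0.01 (adjusted p = 0.993), -0.40 (adjusted p = 0.384) and -0.84 (adjusted p = 0.0241) at 14, 28 and 56 dpi. For *Cd8a* the counts in BALB/c mice were 36.0 ± 7.78 in naive mice and 139 ± 8.36, 81.5 ± 20.7 and 70.1 ± 1.87 at 14, 28 and 56 dpi (SD, n = 3 each). Its log2 difference from C57BL/6 mice was 2.05 (adjusted p = 1.5e-07), 0.12 (adjusted p = 0.630) and -0.52 (adjusted p = 0.0246) at 14, 28 and 56 dpi, each with a standard error of 0.20. In naive mice all 3 C57BL/6 mice and 1 of the 3 BALB/c mice lay below background, so no difference is given there. The call at 56 dpi was lost under centring on the median of all genes, quantile normalization or both Benjamini-Yekutieli settings, or with C57BL/6 56 dpi mouse 2 or 3 or BALB/c 56 dpi mouse 2 or 3 left out (adjusted p up to 0.425). As deposited the value at 28 dpi was -0.24, opposite in sign. For *Cd8a* the fitted difference in response, which rests on these naive values, was 1.21 (adjusted p = 0.0601), -0.79 (adjusted p = 0.0629) and -1.46 (adjusted p = 3.4e-04) at 14, 28 and 56 dpi. These values are RNA levels of whole brain and not numbers of cells.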

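In BALB/c mice *Cd68* had normalized counts of 63.9 ± 11.3 in naive mice and 167 ± 12.6, 110.8 ± 8.65 and 114 ± 10.4 at 14, 28 and 56 dpi (SD, n = 3 each), and the log2 fold change against naive was 1.38 (adjusted p = 3.3e-06), 0.80 (adjusted p = 6.4e-04) and 0.84 (adjusted p = 4.4e-04) at 14, 28 and 56 dpi, each with a standard error of 0.13. The log2 difference of BALB/c from C57BL/6 mice was -0.19 (adjusted p = 0.374), -0.56 (adjusted p = 0.0133), -1.56 (adjusted p = 4.3e-07) and -2.54 (adjusted p = 1.6e-10) in naive mice and at 14, 28 and 56 dpi, each with a standard error of 0.17. At 14 dpi its call was lost under both Benjamini-Yekutieli settings or the methods' t-test, or with C57BL/6 14 dpi mouse 3 or BALB/c 14 dpi mouse 1 left out (adjusted p up to 0.174), and in naive mice *Cd68* was called lower under the values as deposited. Its change from naive in BALB/c minus that in C57BL/6 mice was -0.35 (adjusted p = 0.815), -1.43 (adjusted p = 2.6e-04) and -2.44 (adjusted p = 1.1e-07) at 14, 28 and 56 dpi. The 5 tested microglia genes of the methods had a median log2 difference between strains of 0.20 (adjusted p = 0.834) in naive mice and -0.09 (adjusted p = 0.932), -1.21 (adjusted p = 0.00760) and -1.62 (adjusted p = 0.00369) at 14, 28 and 56 dpi, and all 5 were called lower in BALB/c mice at 28 and 56 dpi, also adjusted over the list alone. As deposited, the median in naive mice was -0.09. The 21 microglia and macrophage genes had a median of -1.10 (adjusted p = 6.1e-06) at 28 dpi and -1.62 (adjusted p = 8.2e-07) at 56 dpi, with 17 and 19 called lower and 1 higher, the same counts as adjusted over the list alone. These camera calls hold under fry and not with an estimated correlation, and that of the methods' genes at 28 dpi was also lost as deposited. Within BALB/c mice the microglia genes of the methods had a median log2 fold change against naive of 1.64 (adjusted p = 8.0e-04), 0.88 (adjusted p = 0.00247) and 1.09 (adjusted p = 0.00221) at 14, 28 and 56 dpi, the 21 microglia and macrophage genes 1.48 (adjusted p = 4.3e-14), 1.14 (adjusted p = 4.4e-17) and 1.11 (adjusted p = 5.6e-18) at 14, 28 and 56 dpi and the homeostatic microglia genes 1.40 (adjusted p = 6.9e-04), 1.17 (adjusted p = 4.9e-06) and 1.34 (adjusted p = 5.3e-07) at 14, 28 and 56 dpi. The paper scores macrophages from *Cd68* and *Cd84*, and its strain comparison scores cell types relative to other cells. Neither *Cd84* nor such a relative score was used here.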

Notably, total TILs are predominantly downregulated in BALB/c at 28 and 56dpi suggesting less absolute numbers of immune cells and therefore immune cell recruitment overall while TILs are relatively comparable at 14dpi between the mouse strains. This is consistent with increased control of parasite replication in BALB/c (**Supplementary Figure 1**).

**Figure 7:**
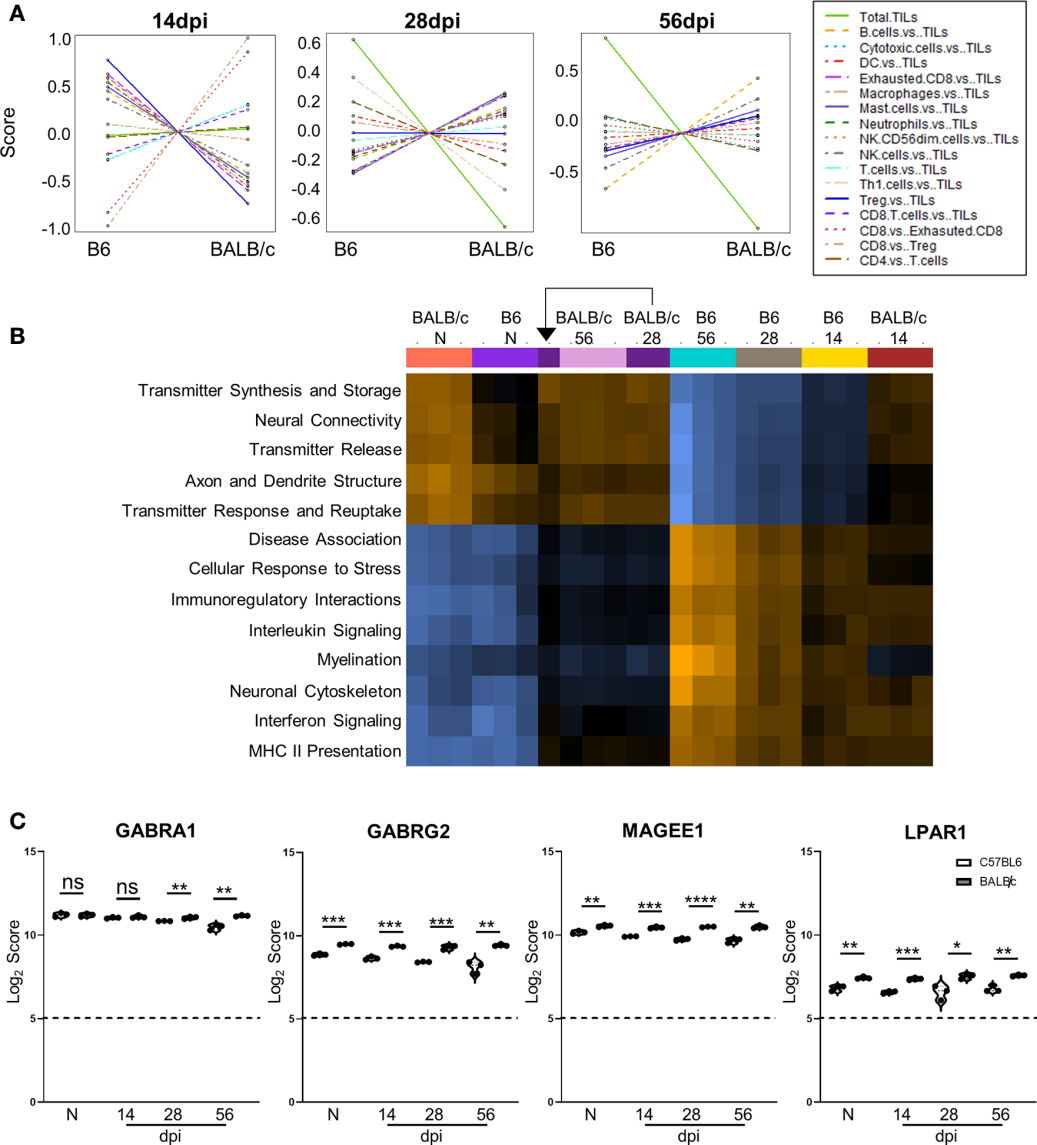
Differences in cell recruitment, pathway activation, and specific regulatory genes demonstrate enhanced control of infection in BALB/c mice. **(A)** Cell type summary plots of recruited cells shown in BALB/c mice vs. B6 mice per time point. **(B)** Pathway score summary plot of BALB/c Vs. B6 mice depicted from downregulation (blue) to upregulation (orange). Summary plot generated by clustering pathways based on similar scores. Samples are arranged in plot according to similarity of pathway score profiles. **(C)** log_2_ score plots of specific genes relating to neuronal health and repair, specifically *GABRA1*, *GABRG2*, *MAGEE1*, and *LPAR1* compared to naïve time point control (* = p-value < 0.05, ** = p-value < 0.01, *** = p-value < 0.001, **** = p-value < 0.0001). All genes checked for expression above background level of 5 (shown by dashed line). Gene selection significance determined *via* differential expression analysis statistics (p-value<0.05). All graphs shown as fold change over background Significance between mouse strains at each time point determined by Unpaired Two-Tailed Student’s t-Test (* = p-value <0.05, ** = p-value <0.01, *** = p-value < 0.001, **** = p-value < 0.0001). ns, not significant..

To compare pathway score profiles between mouse strains, the heatmap of overall pathway scores was analyzed. This summary plot clusters pathways together based on similar expression patterns and arranges samples based on similarity of pathway expression profiles. When evaluating pathway activation associated with neuropathology, BALB/c mice demonstrate downregulation of neuropathological and inflammatory pathways such as “Disease Association,” “Cellular Stress Response,” “Interleukin Signaling,” “Interferon Signaling,” and “MHC II Presentation” when compared to the same C57BL/6 time points (**Figure 7B**). In addition to decreased neuropathology and inflammatory pathway activation, BALB/c mice also demonstrate upregulation of pathways associated with neurological health and function such as “Transmitter Synthesis and Storage,” “Neural Connectivity,” “Transmitter Release,” “Axon and Dendrite Structure,” and “Transmitter Response and Reuptake” at later chronic time points compared to C57BL/6 mice. 

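The paper's pathway scores were not recomputed here, and lists of neuron genes were compared between strains on the common scale. Synaptic vesicle release genes (14 tested) had a median log2 difference, BALB/c minus C57BL/6, of 0.10 (adjusted p = 0.834) in naive mice and 0.17 (adjusted p = 0.695), 0.38 (adjusted p = 0.0518) and 0.69 (adjusted p = 0.00186) at 14, 28 and 56 dpi, with 3, 4, 9 and 12 called higher in BALB/c mice and 2, 3, 2 and 1 lower. At 28 dpi this list was called under fry (adjusted p = 0.00179), centring on the 8 shared housekeeping genes, no filter on low values or a term for replicate number, and in 6 of 24 refits with 1 mouse left out. For glutamate receptor and transporter genes (16 tested) it was -0.20 (adjusted p = 0.834) in naive mice and -0.18 (adjusted p = 0.695), -0.01 (adjusted p = 0.525) and 0.31 (adjusted p = 0.0284) at 14, 28 and 56 dpi, with 2, 2, 5 and 9 called higher and 6, 6, 3 and 1 lower. GABA neuron genes (10 tested) had 0.00 (adjusted p = 0.834) in naive mice and -0.16 (adjusted p = 0.695), 0.23 (adjusted p = 0.340) and 0.33 (adjusted p = 0.153) at 14, 28 and 56 dpi. Called genes of these lists were as many adjusted over the list alone. As deposited, the glutamate list had a median of -0.08 at 56 dpi, while camera's direction stayed upward, the synaptic vesicle list -0.19 in naive mice and -0.11 at 14 dpi, and the GABA neuron list -0.29 in naive mice, -0.12 at 28 dpi and -0.06 at 56 dpi. At 28 dpi the glutamate list was positive on the median of all genes (0.08) and under quantile normalization (0.13), and in naive mice the GABA neuron list was negative on the 8 shared housekeeping genes (-0.02). The camera calls at 56 dpi also hold under fry, which in addition calls the GABA neuron list then, and none holds with an estimated correlation. That of the glutamate list was also lost under a minimum mean log2 of 7, or with C57BL/6 56 dpi mouse 3 left out (adjusted p up to 0.141). The difference in response at 56 dpi had a median of 0.47 (adjusted p = 0.00129) for synaptic vesicle genes, 0.49 (adjusted p = 0.00206) for glutamate genes and 0.40 (adjusted p = 0.0401) for GABA neuron genes. None of these calls holds with an estimated correlation, and that of the GABA neuron list was also lost under centring on the median of all genes, centring on the 12 housekeeping genes, quantile normalization or a minimum mean log2 of 7, or with C57BL/6 naive mouse 1, C57BL/6 56 dpi mouse 3 or BALB/c naive mouse 1 left out (adjusted p up to 0.198). Against naive BALB/c mice, the medians of these lists at 56 dpi were -0.04 (adjusted p = 0.161), -0.09 (adjusted p = 0.0115) and -0.05 (adjusted p = 0.132), and fry did not call the glutamate list there.

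**Figure D4:**
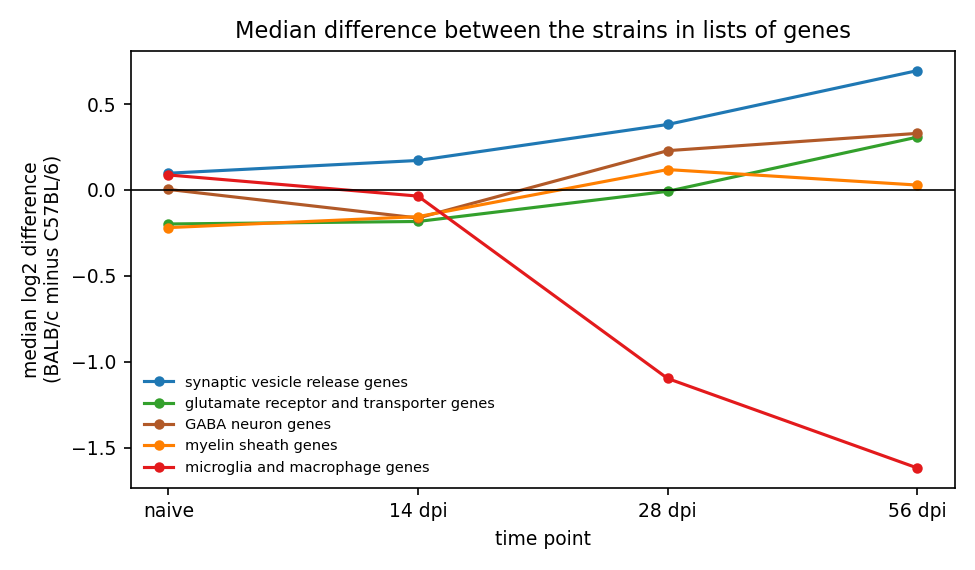
Median log2 difference, BALB/c minus C57BL/6 mice (3 each), of 5 gene lists in naive mice and at 14, 28 and 56 dpi on the common scale of 12 housekeeping genes. Synaptic vesicle genes go from 0.10 in naive mice to 0.69 at 56 dpi, and microglia and macrophage genes from 0.09 to -1.62. As deposited both lists were negative in naive mice (-0.19 and -0.20).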

While pathway activation patterns are comparable between BALB/c and B6 mice at Naïve and 14dpi, there is a switch in up- and downregulated pathways associated with neuropathology, inflammation, and neurological health at later chronic time points.

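Of the 12 gene lists with more than 1 gene, camera called 0 between the strains in naive mice (lowest adjusted p = 0.834) and 0 at 14 dpi (lowest adjusted p = 0.695), and fry called 0 at both as well. Endothelial genes had a median log2 difference of 0.09 (adjusted p = 0.834) in naive mice and -0.25 (adjusted p = 0.695) at 14 dpi, and of -0.53 (adjusted p = 0.103) and -0.65 (adjusted p = 0.0265) at 28 and 56 dpi, where 7 and 10 of 11 were called lower in BALB/c mice, also adjusted over the list alone. The list was called at 28 dpi under a fit of the 6 mice of that time point or fry, and its call at 56 dpi was lost under the values as deposited, quantile normalization, a minimum mean log2 of 7 or an estimated correlation (adjusted p up to 0.411). Astrocyte genes had -0.03 (adjusted p = 0.834) in naive mice and 0.01 (adjusted p = 0.932), -0.14 (adjusted p = 0.866) and -0.50 (adjusted p = 0.335) at 14, 28 and 56 dpi, oligodendrocyte lineage genes 0.27 (adjusted p = 0.834) in naive mice and -0.02 (adjusted p = 0.695), 0.37 (adjusted p = 0.202) and 0.17 (adjusted p = 0.455) at 14, 28 and 56 dpi and myelin sheath genes -0.22 (adjusted p = 0.834) in naive mice and -0.16 (adjusted p = 0.932), 0.12 (adjusted p = 0.340) and 0.03 (adjusted p = 0.822) at 14, 28 and 56 dpi. fry, unlike camera, called the oligodendrocyte lineage list at 28 and 56 dpi and the astrocyte list at 56 dpi. In naive mice the mean of the myelin sheath list was -0.07, and the astrocyte, endothelial, GABA neuron and housekeeping lists had a median opposite in sign to their mean or to camera's direction, as had oligodendrocyte lineage and microglia and macrophage genes at 14 dpi and glutamate genes at 28 dpi. In the difference in response at 14 dpi, endothelial genes had a median of -0.23 (adjusted p = 0.0279), and this call was lost under centring on the median of all genes, quantile normalization, fry or an estimated correlation, or with C57BL/6 naive mouse 2, C57BL/6 14 dpi mouse 1 or 3, BALB/c naive mouse 2 or BALB/c 14 dpi mouse 1 or 2 left out (adjusted p up to 0.877). At 28 and 56 dpi their median difference in response was -0.71 (adjusted p = 0.0349) and -0.84 (adjusted p = 0.0154) by camera. The call at 28 dpi was lost in 3 of 11 settings and in 2 refits with 1 mouse left out. That at 56 dpi was lost in 2 of 11 settings and in 0 such refits. Within BALB/c mice, endothelial genes had a median log2 fold change against naive of 0.53 (adjusted p = 0.0540), 0.22 (adjusted p = 0.0624) and 0.13 (adjusted p = 0.360) at 14, 28 and 56 dpi and astrocyte genes 0.26 (adjusted p = 0.729), 0.10 (adjusted p = 0.399) and 0.11 (adjusted p = 0.731) at 14, 28 and 56 dpi. The sign of several medians depended on scaling. As deposited it was negative for endothelial genes in naive mice (-0.20), oligodendrocyte lineage genes in naive mice (-0.02) and at 56 dpi (-0.23), astrocyte genes at 14 dpi (-0.27) and myelin sheath genes at 28 and 56 dpi (-0.23 and -0.36). On the 8 shared housekeeping genes it was negative for astrocyte genes at 14 dpi (-0.02) and myelin sheath genes at 56 dpi (-0.13), and under quantile normalization positive for astrocyte genes in naive mice (0.07) and oligodendrocyte lineage genes at 14 dpi (0.04). From its pathway scores, the paper states that patterns are comparable between strains in naive mice and at 14 dpi and switch at later chronic time points.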

To determine if the contrasting pathway activation between BALB/c and C57BL/6 mice are driven by differences in neurological DEGs at each time point, Log_2_ scores for specific neurological signaling (*GABRA1* and *GABRG2*) and repair (*MAGEE1* and *LPAR1*) genes were compared between BALB/c and C57BL/6 mice (**Figure 7C**). *GABRA1* expression is comparable at both naïve and 14dpi timepoints and significantly increases compared to C57BL/6 mice at both 28 and 56dpi (**Figure 3C**). In contrast, neuronal signaling *GABRG2* expression is significantly elevated in BALB/c mice at all time points (**Figure 7C**). Neuronal signaling and repair genes *MAGEE1* and *LPAR1* also follow similar patterns of expression at each time point and are significantly elevated in BALB/c mice at each stage of infection (**Figure 7C**). 

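*Magee1* (chromosome X, 105120378 to 105123961) had normalized counts of 1373 ± 67.6, 1281 ± 55.6, 1314 ± 23.2 and 1311 ± 84.6 (SD, n = 3 each) in BALB/c mice, naive and at 14, 28 and 56 dpi, and 1261 ± 73.1, 1051 ± 38.9, 965 ± 57.4 and 887 ± 112 (SD, n = 3 each) in C57BL/6 mice. Its log2 difference between strains was 0.41 (adjusted p = 9.0e-04), 0.57 (adjusted p = 5.4e-05), 0.80 (adjusted p = 4.3e-07) and 0.96 (adjusted p = 1.1e-08) in naive mice and at 14, 28 and 56 dpi, each with a standard error of 0.09. For *Lpar1* (chromosome 4, 58435252 to 58554027) the counts were 159 ± 8.32, 152 ± 7.77, 171 ± 18.7 and 175 ± 7.56 (SD, n = 3 each) in BALB/c and 126 ± 14.7, 104 ± 3.39, 109 ± 30.5 and 118 ± 18.5 (SD, n = 3 each) in C57BL/6 mice, and the log2 difference was 0.62 (adjusted p = 0.00265), 0.82 (adjusted p = 2.9e-04), 1.03 (adjusted p = 1.2e-05) and 0.97 (adjusted p = 1.4e-05) in naive mice and at 14, 28 and 56 dpi, each with a standard error of 0.15. In naive mice both lose their call with the values as deposited, where adjusted p is highest of all alternatives, up to 0.210 for *Magee1* and 0.0619 for *Lpar1*. The difference in response was 0.16 (adjusted p = 0.827), 0.32 (adjusted p = 0.0606) and 0.45 (adjusted p = 0.00422) at 14, 28 and 56 dpi for *Magee1* and 0.21 (adjusted p = 0.920), 0.34 (adjusted p = 0.277) and 0.24 (adjusted p = 0.341) at 14, 28 and 56 dpi for *Lpar1*.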

Taken together, these results collectively demonstrate differences in timing and expression of genes, immune cell recruitment, and pathway activation in resistant BALB/c mice compared to B6 mice indicating decreased neuropathology and enhanced repair.

## Discussion

In this study, we utilized a targeted approach to analysis of gene expression and investigated >1500 genes associated with neurological and immunological processes by direct counting of RNA transcripts without the need for amplification *via* NanoString technology (Geiss et al., 2008). We determined the changes in these host genes over time in parallel with changes in *T. gondii* developmental-specific genes. While much is known about changes in gene expression at specific stages of infection *via* commonly used sequencing techniques like RNAseq, there is a gap in knowledge regarding how gene expression fluctuates as infection progresses through chronicity and how these changes relate to development of the parasite (Montoya and Liesenfeld, 2004; Jia et al., 2013; Ngô et al., 2017). In addition, we compared gene expression changes between susceptible and resistant mouse strains with specific focus on differences in neuropathology and neuroinflammatory signatures. Results demonstrate a dramatic shift in both previously demonstrated and novel gene expression relating to neuropathology and neuroinflammation as chronic infection progresses and reveals possible pathways of inflammation resolution.

The establishment and maintenance of chronic infection involves complex changes as infection progresses from parasite entry and formation of cysts early during infection to long-term control of encysted parasites *via* immune cell recruitment and cytokine production leading to subtle worsening of neuropathology as infection progresses through the mid- and late chronic stages (Liesenfeld et al., 1996; Denkers, 1999; Lee and Kasper, 2004; Lachenmaier et al., 2011; Feustel et al., 2012; Lilue et al., 2013; Hong et al., 2017; Radke et al., 2018; Graham et al., 2020; Mukhopadhyay et al., 2020). Our chosen timepoints represent each of these stages to capture as much directional change in gene expression as possible. Initial results demonstrate that despite the establishment of chronic infection seen by stabilization of Toxoplasma genes by 28dpi, there continue to be changes in overall gene expression relating to neuropathology, neuroinflammation, and inflammation at varying stages of chronicity. The multitude of signature changes suggests an initial activation of neuropathology and neuroinflammation phenotypes by 14dpi. This switch becomes more pronounced as chronicity progresses even while immune parameters between 4 and 8 weeks post infection steady. 454 DEGs remain shared between time points indicating conserved transcriptomic changes as chronic infection progresses, with fewer specific genes for each time point.

Previous analyses of parasite genes at different developmental stages have established some developmental specific gene signatures of the parasite as it transitions from disseminating tachyzoite to cyst-forming bradyzoite (Hong et al., 2017; Radke et al., 2018; Garfoot et al., 2019; Goerner et al., 2020; Krishnan et al., 2020; Waldman et al., 2020). Evaluating selected genes whose expression corresponds with either constitutive, tachyzoite, or immature/mature bradyzoite phenotypes using ToxoDB, we identified gene expression during chronic infection that supports the phenotype of maturing cysts and little reactivation to tachyzoite replication even in a susceptible mouse model. The genes were selected based on their percentile of expression in each growth stage of *T. gondii*, for example, *BAG1* is expressed at the 91^st^ and 100^th^ percentile in ME49 early and late-stage bradyzoites but only at the 15^th^ percentile in tachyzoites making it a bradyzoite associated gene. The variability between biological replicates is greater during analysis of Toxoplasma specific genes (**Supplementary Figure 2**). This likely reflects the non-homogeneous pattern of cyst location in the brain as well as technical limitations due to overabundance of host material compared to parasite. Our results show that the constitutively expressed tachyzoite genes *ROP18, GDA1/CD39*, and *ADF* remain lowly expressed throughout the course of chronic infection. The transitional gene *GRA12* is upregulated at 56dpi indicating possible continued cyst formation in line with a general low level increase in cyst numbers overtime (Sinai et al., 2016). Even though neuropathology scores worsen in the C57BL/6 strain, these data do not suggest that significant parasite reactivation is the cause. Most bradyzoite-specific genes such as *SRS35A, BAG1*, and *LDH2* accumulate over time and remain dominant as infection progresses with increased presence of late-stage bradyzoites and support a maturation of cysts in the brain (Watts et al., 2015; Garfoot et al., 2019; Goerner et al., 2020).

Our results confirm previous research demonstrating immune response and canonical T cell activation while also showing accumulation of macrophages and continued proliferation and activation of CNS microglia. While cell type profiling and pathway analyses used in this study identify the most significantly changed cell types and broad pathway changes, other cell types and more specific pathways can be excluded or overlooked due to low probe counts. In the future, additional genes relating to cell types and pathways of interest such as neurons and astrocytes could be added and analyzed. We confirm classical immune pathway activation that demonstrates possible stabilization over time. Recent work has demonstrated similar increases in these pathways between the acute and chronic stage of infection after infection with *T. gondii* oocysts following GO analysis of RNAseq (Hu et al., 2020). In addition, we provide new in-depth analysis of *IFNγ* expression and downstream IFNγ-signaling genes *STAT1, GBP2*, and *ZBP1* in the context of chronic infection in the brain. Specifically, the differences in timing of expression of these genes suggests stage-specific, IFNγ-dependent mechanisms of parasite control.

While our results offer further insight into the kinetics of expression for genes previously associated with chronic *T. gondii* infection, our analysis also reveals novel genes associated with neuropathology and neuroinflammation that have not been explored. Specifically, results demonstrate significant upregulation of the genes *C4A, CTSS, IFITM3* and *PSMB8* and downregulation of *ATF2* and *NRG3* across all stages of chronic infection. *C4A* works in conjunction with *C3A* and *C5A* to activate the complement cascade and together, these genes trigger the degranulation of mast cells and basophils and increase vascular permeability in the context of the inflammatory immune response. In addition, *C4A* has been associated with roles in schizophrenia (Liesmaa et al., 2018; Melbourne et al., 2018; Prasad et al., 2018; Ji et al., 2019). While complement activation has been previously demonstrated in the brain during Toxoplasma infection, the common functions of *C4A* point toward a possible role in increasing vascular permeability gradually during chronic infection for the continued infiltration of peripheral immune cells into the brain (Xiao et al., 2016; Huang et al., 2019). Interestingly, BALB/c mice experience significantly less expression of *C4A* at each infection time point compared to C57BL/6 mice which is an indication that there is decreased vascular permeability in these mice compared to B6. *CTSS* encodes for cathepsin S that is expressed by neurons and is required for elastase activity in alveolar macrophages (Ji et al., 2018; Doherty et al., 2019). It has also been demonstrated that *CTSS* participates in both the production of pro-inflammatory cytokines interleukin 6 (IL-6), interleukin 8 (IL-8), tumor necrosis factor-α (TNF-α), and interleukin-1β (IL-1β) during ocular inflammation (Klinngam et al., 2018) as well as the degradation of antigenic proteins to peptides during antigen presentation (Hughes et al., 2016; Klinngam et al., 2018). The pattern of *CTSS* expression at each stage of chronic infection suggests a potential role for this gene in pro-inflammatory cytokine production, neuronal function, and continued antigen presentation as part of the immune response to *T. gondii* infection. There are no known functions of *IFITM3* during *T. gondii* infection, but is important for anti-viral effector functions *via* inhibition of viral protein synthesis and shuttling incoming virus particles to lysosomes for degradation (Lee et al., 2018; Appourchaux et al., 2019; Bedford et al., 2019; Kenney et al., 2019; Spence et al., 2019). *IFTIM3* plays a role in viral infections through IFN signaling, indicating possible novel anti-parasitic functions of this gene during *T. gondii* infection. *PSMB8* is involved in the degradation of cytoplasmic antigen processing to generate MHC I binding proteins *via* stimulation by IFNγ production, provides instructions to make one subunit of immunoproteasomes responsible for helping in response to infections, and also regulates glioma cell migration proliferation and apoptosis (Agarwal et al., 2010; Basler et al., 2018a; Basler et al., 2018b; Yang et al., 2018). While previous work on PSMB8 has produced minimal data in relation to Toxoplasma infection (Agarwal et al., 2010), further research specifically relating to chronic infection could elaborate on anti-parasitic functions in the CNS. In addition to regulating TNFα production, *ATF2* is a cAMP- or activator protein-dependent transcription factor that regulates the transcription of various genes involved in anti-apoptosis, cell growth, and DNA damage response (Falvo et al., 2000; Tsytsykova and Goldfeld, 2002; Watson et al., 2017; Meijer et al., 2020). While the effect of *T. gondii* infection on the transcription of TNFα has been studied in the past, the specific role of *ATF2* in the context of chronic *T. gondii* infection in the CNS has not been elucidated, and this gene may play a vital role in regulating TNFα production specifically in the brain or by CNS-resident cells (Leng et al., 2009). *NRG3* is well-known for aiding in the development and survival of neurons and oligodendrocytes in the brain in addition to aiding in excitatory and inhibitory synapse formation and controlling glutamate release by neurons (Müller et al., 2018; Wang Y. N. et al., 2018). While it has not been explored previously in *T. gondii* infection, the significant decrease in *NRG3* may be partly responsible for some infection-induced neuropathology such as increases in extracellular glutamate concentration and excess neuronal firing.

Our results demonstrate a progressive worsening of neuropathology and increased attempted repair of this pathology *via* upregulated angiogenesis genes as infection becomes more chronic in a susceptible mouse model. While most of these directional changes are not as dramatic as those associated with the immune response (**Figure 3**), these changes support previous research demonstrating neuropathology caused by infection (Cabral et al., 2016; David et al., 2016; Ngô et al., 2017), and a small group of pathways such as Cytokines, Activated Microglia, and Angiogenesis experience drastic changes as infection progresses to the late chronic stage. It is important to note that this worsening neuropathology is unlikely to be caused by reactivation of cysts in the brain even at the late stage of infection as seen by the low expression of tachyzoite genes and instead suggests more indirect neurological consequences of infection. However, the limitations in sensitivity of measuring parasite genes in samples dominated by host material means that we cannot rule out low level cyst activation despite a consistent late-stage bradyzoite phenotype over the duration of infection. Analysis results of astrocytic activation marker *GFAP* and neuronal signaling gene *GABRA1* support this idea of progressive worsening neuropathology. While the initial increase in astrocytic *GFAP* is expected as part of the initial response to CNS infection, what isn’t expected is the significant increase in expression that takes place in the late stage of infection after chronicity has been well established. *GABRA1*, along with *GABRB3*, is vital for the formation of GABA_A_ receptors and plays a pivotal role in GABAergic signaling that protects neurons in the brain from over-signaling, which can often lead to diseases such as epilepsy (McKernan et al., 1991; Tozuka et al., 2005). The significant drop in *GABRA1* expression during the mid- and late chronic stage could be a major target for treatment of infection-induced neuropathology and chronic infection in the future. In addition to supporting previous findings, our data also suggests a continuous progression of neuropathology specifically in the areas of transmitter production, function, and response, areas that were previously lacking in the context of chronic infection. However, while our results indicate progressive neuropathology as seen *via* decreased overall neural connectivity, we also see increases in genes and pathways such as myelination that suggest enhanced attempts at repairing and resolving this neuropathology.

Neuroprotective and repair mechanisms in other non-infectious models of CNS injury include remyelination to increase conductivity between previously damaged neurons, synaptic pruning by microglia to limit over-signaling, regeneration of axons, and various others. Recent work by the Harris lab indicates a role for local release of the DAMP IL-33 either by oligodendrocytes or astrocytes that is then required for protection against Toxoplasma (Still et al., 2020). Such innate sensing mechanisms may be needed not just for parasite recognition but also as a trigger to activate neural repair during late infection. The process of myelination has been explored extensively in the context of other models of CNS disease and injury (Gonsette, 2010; Kapitein and Hoogenraad, 2015; Felten et al., 2016; Li et al., 2017; Pałasz et al., 2017; Saab and Nave, 2017; Wang F. et al., 2018; Avila et al., 2020). The myelination pathway in this analysis is driven by several genes that are also associated with immune modulation. Throughout all stages of infection in the susceptible C57BL/6 strain, the increase in the myelination pathway is driven by the genes *Hexb, Tgfb1*, and *Cxcr4*. *Hexb* encodes enzymes in lysosomes that break down toxic substances and act as recycling centers (Mahuran, 1999; Ogawa et al., 2018). *Tgfb1* has been shown to promote remyelination in the adult CNS in addition to its classical pro-inflammatory role (Hamaguchi et al., 2019; Mota et al., 2020). *Cxcr4* is a known regulator of remyelination in other models of infection and CNS inflammation (Carbajal et al., 2011; Tian et al., 2018; Beigi Boroujeni et al., 2020). The steady increase in myelination genes throughout the kinetics of chronic *T. gondii* infection demonstrates a possible role of myelination in maintaining neuronal signaling and function to prohibit worsening of neuropathology as well as the possibility of remyelination to heal pathology or reorganize neuronal circuits (David et al., 2016). Thus, further experiments need to be conducted to determine if there is an increase in myelin or attempts at remyelination during infection which are now warranted following this data.

In contrast, the use of resistant BALB/c mice in these experiments reveals enhanced repair and resolution during infection allowing for insights into the role of neurological repair mechanisms in the context of resistance to chronic Toxoplasma infection. BALB/c mice exhibit differences in pathway activation of neuropathology and neurological health and function. Specifically, BALB/c mice experience downregulation in neuropathological and inflammatory pathways and upregulation in neurological transmitter function and neuronal structure compared to C57BL/6. This indicates that BALB/c mice may have differences in specific neurological genes that aid in maintaining neurological signaling and repairing damage done by infection. The differentially expressed neuronal signaling genes *GABRA1* and *GABRG2* and the repair genes *MAGEE1* and *LPAR1* were analyzed in BALB/c mice to answer this question. *GABRA1* and *GABRG2* are both critical for the formation of GABA_A_ receptors that regulate neuronal signaling (McKernan et al., 1991; Tozuka et al., 2005; Li X. et al., 2020), and these receptors are significantly upregulated in BALB/c mice compared to C57BL/6 mice indicating possible enhanced GABAergic signaling in BALB/c mice brains enabling better control of neuropathology caused by infection. *MAGEE1*, also known as melanoma-associated antigen E1 (MAGE Family Member E1) or *DAMAGE*, is plays roles in neuronal signaling and functions in tissue growth and repair (Albrecht and Froehner, 2004). *LPAR1* induces downstream signaling cascades that are essential for normal brain development and function of the nervous system and functions as intrinsic axon growth modulators for neurons after injury (Fink et al., 2017; Plastira et al., 2019). Both of these genes are also significantly upregulated in BALB/c mice at all chronic time points suggesting enhanced neuronal signaling, DNA repair, and regulation of regrowth of neurons during infection.

It is known that host background is a factor in resistance to *T. gondii* infection. While increased resistance to infection in BALB/c mice has previously been linked to enhanced immune response, less is known regarding how neuropathology signatures differ between resistant BALB/c mice and the more susceptible C57BL/6 model over the course of chronic infection. Results of merged BALB/c vs. C57BL/6 analysis demonstrate differences in gene expression at each stage of chronic infection. BALB/c mice exhibit their largest change in gene expression at 14dpi which then plateaus by 56dpi while the opposite is true for C57BL/6 mice. This indicates that BALB/c mice may experience pathological changes in the brain early during infection which are then at least partially rescued as indicated by the plateauing of gene expression at the later chronic stages. While 350-420 neuropathology and neuroinflammation genes are conserved between the mouse species during infection, BALB/c mice exhibit more downregulated DEGs compared to C57BL/6 mice. This indicates a definitive difference in neuropathology signatures between BALB/c and C57BL/6 mice that indicates less neuropathology in the resistant BALB/c strain.

In conclusion, the results of absolute RNA counts of inflammatory and neuropathology genes support previously published whole genome RNAseq data sets while demonstrating novel gene expression relating to neuropathology and neuroinflammation as chronic Toxoplasma infection progresses. It reveals possible pathways of resolution through the use of a targeted transcriptomic approach in a susceptible and resistant mouse model of infection. The use of this technology presents an additional analysis tool in the *T. gondii* scientific field with the possibility for more strategic analysis in the future. These results also open a doorway to a multitude of potential gene candidates that can be explored to elucidate possible therapeutic targets and to further the vital understanding of the kinetics of chronic infection in the brain.

## Data Availability Statement

The data presented in the study are deposited in the Gene Expression Omnibus (GEO) repository (link: https://www.ncbi.nlm.nih.gov/geo/), accession numbers GSE166828 (reference SuperSeries), GSE166825, GSE166826, GSE166827 (SubSeries).

## Ethics Statement

The animal study was reviewed and approved by the Institutional Animal Care and Use Committee (IACUC) University of California Riverside.

## Author Contributions

KB, DW, and EW designed and conducted the experiments. KB, AB, CD, and EW analyzed the data, and KB and EW wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

The authors received generous support from the following sources: NIH grants RNS072298 and RAI124682 (EW). EW also received support from UCR Graduate Division. CD is employed by Nanostring.

## Conflict of Interest

CD is an employee of NanoString.

The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Targeted Transcriptomic Analysis of C57BL/6 and BALB/c Mice During Progressive Chronic Toxoplasma gondii Infection Reveals Changes in Host and Parasite Gene Expression Relating to Neuropathology and Resolution
**Source:** Front Cell Infect Microbiol. 2021 Mar 18;11:645778. doi: 10.3389/fcimb.2021.645778
**Supplement:** Supplementary file 1

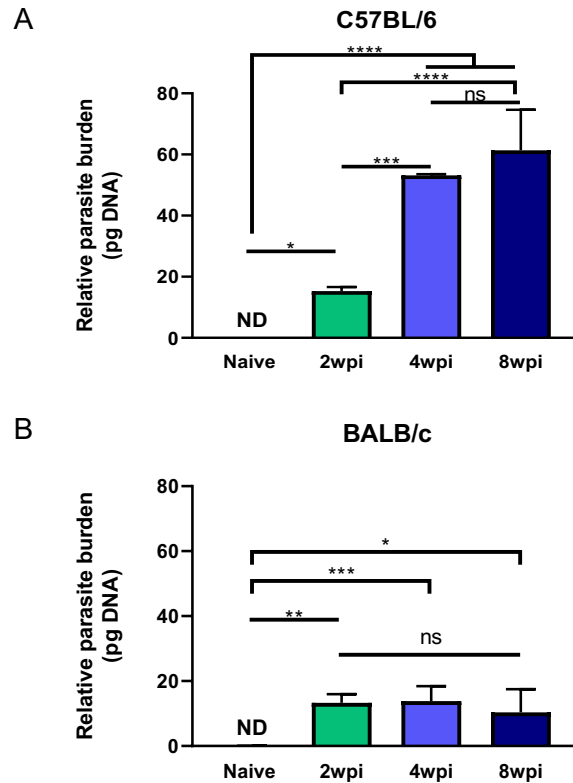

**Supplemental Figure 1. Representative brain parasite burden for susceptible and resistant mouse strains.** Quantified parasite burden from whole brain DNA via RT-PCR in susceptible C57BL/6 (n=4/time point) and resistant BALB/c (n=5/time point) mice. **(A)** C57BL/6 brain time point values were collected from multiple separate experiments and analyzed as an overall representation of parasite burden changes over chronic infection. **(B)** Brain samples from BALB/c mice collected for this study were tested and analyzed in parallel for parasite burden along with Nanostring nCounter analysis. Significance between timepoints determined by One-Way ANOVA using Multiple Comparisons (\* = p-value <0.05, \*\* = p-value <0.01, \*\*\* = p-value < 0.001, \*\*\*\* = p-value < 0.0001).

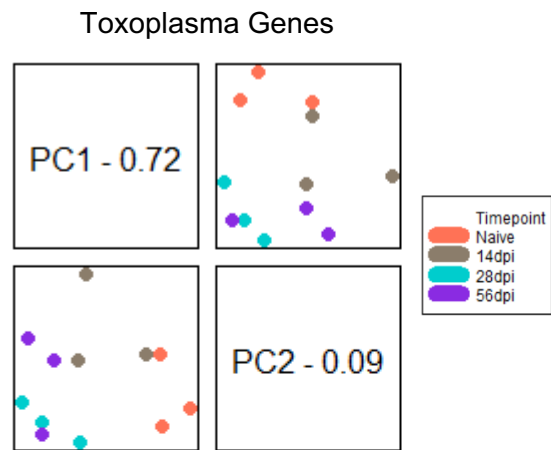

**Supplemental Figure 2. Intragroup variation in relation to Toxoplasma genes.** PCA plot of B6 biological replicates in relation to Toxoplasma gene expression at all time points. Numbers on axes represent percentage of variation in that component.

How the deposited data were processed for this re-analysis (not part of the article)

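Gene expression was measured in whole brains of 24 female mice, 12 C57BL/6 and 12 BALB/c, with 3 naive mice and 3 mice at each of 14, 28 and 56 dpi per strain, on the NanoString Neuropathology panel (770 genes, with 6 positive and 8 negative controls). No mouse was left out. The other panels of the paper, the parasite probes and the PCR of parasite burden were not analysed here, and pathway scores and cell type scores of the vendor's software were not recomputed.

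The deposited signal of a gene is a normalized probe count on a linear scale. The authors made it in nSolver from the counts of an nCounter SPRINT Profiler, with 1 factor per mouse taken from housekeeping genes, while the control probes were deposited as counts before normalization. In C57BL/6 mice 10 and in BALB/c mice 8 of the 12 housekeeping genes in the table have equal mean log2 values over the mice, so each strain carries a scale of its own. The versions of the authors' software are not stated. No alignment or genome build enters such values, and gene positions were read from the GRCm38.p6 annotation by gene symbol or synonym.

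From these values log2(value + 1) was taken, and 697 of 770 genes with a mean of at least 5 over the 24 mice were kept, 5 being the background level of the paper. R 4.3.3 was used with limma 3.58.1, and figures were drawn with matplotlib 3.10.9. In each strain lmFit and eBayes were fitted to the 12 mice with a mean per group, and time points were compared with naive and with each other. The strains were compared at each stage in a fit of the 24 mice with 8 groups, as was the difference in response, the change from naive in BALB/c minus that in C57BL/6 mice. P-values were adjusted by the Benjamini-Hochberg method over the 697 genes of a comparison, and a gene was called at an adjusted p under 0.05. With 3 mice per group an exact permutation test cannot give a p under 0.1, so calls rest on limma's model, in which the groups share a spread per gene.

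The design had the strains compared on the values as deposited. Once the separate scales were seen, each mouse was centred on the mean log2 value of the 12 housekeeping genes for this comparison, an alternative that had been set beforehand. The difference in response does not depend on a constant factor per strain and used the values as deposited. An offset between the strains that varies between stages stays in it.

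The background of a mouse was the mean plus 2 SD of its 8 negative controls. Every value of a gene was a whole multiple, within 0.02, of a step of its mouse, so the probe counts per mouse could be recovered, and they were used for the depth of the mice and for thinning only. With 328358 counts in the mouse with the fewest, genes near background have few counts and the largest uncertainty. The procedure was tested on simulated data with 200 of 697 genes changed by 1 or 2 on the log2 scale, smaller changes not being simulated, where it called 98.5, 99.5, 99.0 and 95.0% of them for infection in C57BL/6 mice, infection in BALB/c mice, the strains and the difference in response, and 4.83, 5.24, 2.46 and 4.04% of the calls were unchanged genes.

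Gene lists of myelin sheath, oligodendrocyte lineage, microglia and macrophages, homeostatic microglia, astrocytes, GABA-A receptors, GABA neurons, glutamate receptors and transporters, synaptic vesicle release, endothelium and angiogenesis, and housekeeping, and the T cell, macrophage and microglia genes of the methods, were tested with camera at a correlation between genes of 0.01. Lists with 1 gene in the table were reported as that gene. fry and camera with an estimated correlation were alternatives. Lists share genes: *P2ry12*, *Tmem119*, *Cx3cr1* and *Csf1r* are among the genes in both lists of microglia, and the methods' microglia genes are also in that of microglia and macrophages. Principal components were taken from the centred log2 values of the kept genes.

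The genes named in the text are those that the paper names and the table has (31 of 54), for each comparison the 3 with the largest rise and the 3 with the largest fall among called genes whose mice do not overlap, and genes with a called difference in response. Results of some of these genes and lists are not reported here. Values in the paper's supplementary tables had been seen when this rule was written. *Ugt8a*, *Mbp*, *Arhgap44*, *P2ry12*, *Tmem119*, *Prl*, *Fos*, *Npas4* and *Egr1*, where the rule does not name them, were chosen after their values were seen.

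Most results were recomputed with mice centred on the median of all genes, on the 12 housekeeping genes or on 8 of them, with quantile normalization, without a filter on low values or with a minimum mean log2 of 7, with a pseudocount of 8, with values under 32 raised to 32, with a linear model per gene and Benjamini-Yekutieli adjustment, the adjustment in the columns of the paper's Supplementary Tables, with that adjustment of limma's p-values, without adjustment, with the methods' t-test and Benjamini-Hochberg adjustment, with all 24 mice or only the 6 mice of a time point in the fit, with the replicate number as a block, and with each mouse left out in turn. Gene lists and the overlap of time points within BALB/c mice were not recomputed in these ways. The 8 housekeeping genes were chosen after the values were seen.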

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

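Of the tests in this part, relabelling of mice and thinning to equal totals were set beforehand, and the tests of scaling and of background, and relabelling with the mean difference between the strains taken out, were chosen only after the results were seen.

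Genes differed between time points of infection within a strain, by limma's test of the time points against each other: 26, 150 and 346 genes in C57BL/6 mice for 28 against 14, 56 against 28 and 56 against 14 dpi, and 74 and 78 in BALB/c mice for 28 and 56 against 14 dpi. In each of these 5 comparisons 1 of the 10 splits of the 6 mice, the real one, called as many genes. With 10 splits the share cannot be under 0.1, so the splits alone cannot exclude chance, and the calls rest on limma's model. A difference between runs stays open as well, because the run of each mouse is not known, and the time since infection stays open as the biological difference that the design names. For 28 against 14 dpi in C57BL/6 mice the count rested on single mice and fell to 2 without 14 dpi mouse 3, 28 dpi mouse 2 or 28 dpi mouse 3.

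The response to infection differed between the strains, by a test of the change from naive in BALB/c minus that in C57BL/6 mice, in 3 genes at 14 dpi, 130 at 28 dpi and 377 at 56 dpi. Of 100 relabellings of strain, the real one included, 18 called as many genes at 14 dpi, 15 at 28 dpi and 4 at 56 dpi. In these relabellings a constant difference between the strains itself enters the response. With each gene's mean difference between the strains taken out first, 4 of 100 called as many genes at 14 dpi, 1 at 28 dpi and 1 at 56 dpi. At 28 and 56 dpi the 1 was the real one, and the others called at most 81 and 272 genes, which argues against chance there. It does not exclude chance, since this second test was chosen after the results were seen. Relabelled groups that mix the strains also keep the difference in response as spread, which can lower their counts. The first test left chance open at 14 and 28 dpi. At 14 dpi, with 3 genes, the others called up to 4 in the second test, and chance stays open.

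The separate scaling of the strains alone does not account for most of these genes: 103 of 130 genes at 28 dpi (23 higher and 80 lower in BALB/c mice) and 268 of 377 at 56 dpi (140 and 128) were called with one sign under all 5 scalings, and the calls of the other genes depend on the scaling. Unequal probe counts do not account for them either. With every mouse thinned to 328358 counts, 125 and 351 genes were called at 28 and 56 dpi, and 114 and 345 of them were among the genes called before. Nor are the calls confined to genes near background: of the 491 genes with a mean log2 of at least 7, 88 (17.9%) were called at 28 dpi and 280 (57.03%) at 56 dpi. What stays open is a difference between runs, since the labels do not give the run of any mouse, and differences between the strains in immune response or in parasite load, which were not tested here.

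*H2-Ea-ps* rose more in BALB/c than in C57BL/6 mice, by a difference in log2 fold change of 6.28, 5.95 and 5.48 at 14, 28 and 56 dpi. No alternative setting or single mouse removed these calls. All 12 C57BL/6 mice lay below background, so the size of the difference rests on the floor of the assay, while the rise within BALB/c mice does not. The annotation of the C57BL/6 genome lists the gene as a transcribed pseudogene. A difference in sequence under the probe was not tested for this gene, and the response of class II genes to infection stays open as well.

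At 28 dpi the difference in response of named genes was *C1qa* (-1.12), *Casp1* (-0.95), *Ccl5* (-2.49), *Cd68* (-1.43), *Cxcr4* (-0.92), *Gfap* (-1.10), *Irf8* (-1.43), *Lrrc25* (-1.68), *Ncf1* (-1.55), *Psmb8* (-0.85), *Tgfb1* (-1.26) and *Tlr2* (-1.51) in genes that rose in C57BL/6 mice, and *Glrb* (0.43), *Rab3a* (0.48), *Rit2* (0.38) and *Slc17a6* (0.52) in genes that fell there. No scaling gave any of them the opposite sign. Quantile normalization removed the calls of *Cxcr4* (-0.51, adjusted p = 0.208) and *Rit2* (0.22, adjusted p = 0.108), and the stricter adjustment of Benjamini and Yekutieli, alone or with a per-gene linear model, those of *Cxcr4*, *Lrrc25*, *Rab3a* and *Rit2* (adjusted p up to 0.233). *Cxcr4* also lost its call without C57BL/6 naive mouse 2 (-0.83) and without BALB/c naive mouse 1 (-0.75). All 3 naive C57BL/6 mice lay below background in *Ccl5*, *Lrrc25* and *Tlr2*, so the size of these differences rests on values under the floor.

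At 56 dpi the difference in response was *C1qa* (-1.88), *C4a* (-0.88), *Casp1* (-1.66), *Ccl5* (-3.65), *Cd4* (-0.84), *Cd68* (-2.44), *Cd8a* (-1.46), *Cxcr4* (-1.99), *Gfap* (-1.999), *Irf8* (-1.89), *Lrrc25* (-2.20), *Ncf1* (-2.07), *Psmb8* (-1.28), *Tgfb1* (-1.70), *Tlr2* (-2.41) and *Tnf* (-0.85) in genes that rose in C57BL/6 mice, and *Glrb* (0.63), *Magee1* (0.45), *Rab3a* (0.84), *Rit2* (0.46) and *Slc17a6* (0.35) in genes that fell there. No scaling gave any of them the opposite sign. Quantile normalization removed the calls of *C4a* (-0.31), *Cd4* (-0.35) and *Tnf* (-0.34), and the Benjamini-Yekutieli settings those of *C4a*, *Cd4*, *Slc17a6* and *Tnf* (adjusted p up to 0.330). *C4a* lost its call without C57BL/6 naive mouse 2 (-0.80) or 3 (-0.80), C57BL/6 56 dpi mouse 3 (-0.75) or BALB/c naive mouse 1 (-0.62), and *Cd4* without C57BL/6 naive mouse 2 (-0.75), BALB/c naive mouse 1 (-0.71) or BALB/c 56 dpi mouse 3 (-0.64). The size of the difference rests on values under the floor in the same 3 genes as at 28 dpi and in *Cd8a*. For these genes differences between the strains in immune response or in parasite load, which were not tested, stay open.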

How the results depend on the processing

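Centring on the 8 housekeeping genes shared by both strains, and the use of the values as deposited as an alternative for the strains rather than as the reported setting, were chosen only after the results were seen, and all other alternatives in this part had been set beforehand.

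Counts of called genes as reported were 180, 345 and 489 in C57BL/6 mice against naive (14 dpi, 28 dpi and 56 dpi), 26, 150 and 346 between time points in C57BL/6 mice (28 against 14 dpi, 56 against 28 dpi and 56 against 14 dpi), 203, 122 and 101 in BALB/c mice against naive (14 dpi, 28 dpi and 56 dpi), 74, 0 and 78 between time points in BALB/c mice (28 against 14 dpi, 56 against 28 dpi and 56 against 14 dpi), 315, 313, 397 and 487 between the strains (naive, 14 dpi, 28 dpi and 56 dpi) and 3, 130 and 377 for the difference in response (14 dpi, 28 dpi and 56 dpi). The comparison of strains was to have used the values as deposited. Because each strain had been scaled on its own, the alternative centred on the 12 housekeeping genes was reported in its place. As deposited, the strains differed in 409, 414, 481 and 487 genes in naive mice and at 14, 28 and 56 dpi, counts within 1.5 times those reported, but with most genes lower in BALB/c mice.

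The following counts differ from those reported by more than 1.5 times. Centring on the median of all genes called 409 at 14 dpi in C57BL/6 mice against naive, 408 at 14 dpi, 192 at 28 dpi and 241 at 56 dpi in BALB/c mice against naive, 119 for 28 against 14 dpi between time points in BALB/c mice and 236 at 28 dpi for the difference in response. Quantile normalization called 317 at 14 dpi in C57BL/6 mice against naive, 394 at 14 dpi in BALB/c mice against naive, 44 for 28 against 14 dpi between time points in C57BL/6 mice, 1 for 56 against 28 dpi between time points in BALB/c mice and 9 at 14 dpi for the difference in response.

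With a minimum mean log2 of 7 there were 106 at 14 dpi in C57BL/6 mice against naive and 80 at 28 dpi in BALB/c mice against naive. Benjamini-Yekutieli adjustment called 179 at 28 dpi in C57BL/6 mice against naive, 131 at 14 dpi, 79 at 28 dpi and 63 at 56 dpi in BALB/c mice against naive, 2 for 28 against 14 dpi, 33 for 56 against 28 dpi and 168 for 56 against 14 dpi between time points in C57BL/6 mice, 34 for 28 against 14 dpi and 50 for 56 against 14 dpi between time points in BALB/c mice, 200 in naive mice between the strains and 225 at 56 dpi for the difference in response. The same adjustment with a linear model per gene called 116 at 14 dpi and 160 at 28 dpi in C57BL/6 mice against naive, 114 at 14 dpi, 65 at 28 dpi and 54 at 56 dpi in BALB/c mice against naive, 0 for 28 against 14 dpi, 16 for 56 against 28 dpi and 105 for 56 against 14 dpi between time points in C57BL/6 mice, 20 for 28 against 14 dpi and 21 for 56 against 14 dpi between time points in BALB/c mice, 198 in naive mice and 197 at 14 dpi between the strains and 82 at 28 dpi and 217 at 56 dpi for the difference in response. Without adjustment there were 193 at 28 dpi and 160 at 56 dpi in BALB/c mice against naive, 152 for 28 against 14 dpi and 276 for 56 against 28 dpi between time points in C57BL/6 mice, 165 for 28 against 14 dpi, 45 for 56 against 28 dpi and 147 for 56 against 14 dpi between time points in BALB/c mice and 51 at 14 dpi and 213 at 28 dpi for the difference in response.

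The methods' t-test with Benjamini-Hochberg adjustment called 133 at 14 dpi, 60 at 28 dpi and 61 at 56 dpi in BALB/c mice against naive, 0 for 28 against 14 dpi, 0 for 56 against 28 dpi and 120 for 56 against 14 dpi between time points in C57BL/6 mice and 30 for 28 against 14 dpi between time points in BALB/c mice. A fit of all 24 mice called 53 for 28 against 14 dpi between time points in C57BL/6 mice. A term for replicate number called 15 for 28 against 14 dpi between time points in C57BL/6 mice. With a pseudocount of 8 there were 5 at 14 dpi for the difference in response. With a floor of 32 on the values there were 1 for 56 against 28 dpi between time points in BALB/c mice and 8 at 14 dpi for the difference in response. Benjamini-Yekutieli adjustment is stricter by construction, no adjustment is more lenient, and the minimum of 7 leaves 491 genes to test. For the changes under the other settings the cause was not tested. Every other count of called genes in 1 of these comparisons stayed within 1.5 times the one reported.

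Counts of genes shared between comparisons moved by more than 1.5 times as follows. Genes called in both strains numbered 137 at 14 dpi as reported, and 314 on the median of all genes, 237 under quantile normalization, 83 with a minimum mean log2 of 7 and 84 under Benjamini-Yekutieli adjustment with a linear model per gene. At 28 dpi there were 110 as reported, and 178 on the median of all genes, 71 with a minimum mean log2 of 7, 71 under Benjamini-Yekutieli adjustment, 58 under Benjamini-Yekutieli adjustment with a linear model per gene and 53 under the methods' t-test. At 56 dpi there were 98 as reported, and 230 on the median of all genes, 62 under Benjamini-Yekutieli adjustment, 52 under Benjamini-Yekutieli adjustment with a linear model per gene, 149 without adjustment and 59 under the methods' t-test. In C57BL/6 mice 166 genes were called at all 3 time points as reported, and 377 on the median of all genes, 272 under quantile normalization and 97 with a minimum mean log2 of 7. At 14 dpi alone 3 were as reported, and 8 on the median of all genes, 6 on the 12 housekeeping genes, 11 under quantile normalization, 0 with a minimum mean log2 of 7, 1 under Benjamini-Yekutieli adjustment with a linear model per gene, 5 without adjustment and 5 in a fit of all 24 mice. At 28 dpi alone 11 were as reported, and 20 on the 8 shared housekeeping genes, 3 under Benjamini-Yekutieli adjustment, 3 under Benjamini-Yekutieli adjustment with a linear model per gene and 45 under the methods' t-test. At 56 dpi alone 150 were as reported, and 68 on the median of all genes, 96 on the 12 housekeeping genes and 95 under the methods' t-test. The cause was not tested.

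Leaving out 1 mouse at a time gave counts of 153 to 223, 226 to 377 and 444 to 495 in C57BL/6 mice against naive (14 dpi, 28 dpi and 56 dpi), 2 to 35, 53 to 213 and 225 to 365 between time points in C57BL/6 mice (28 against 14 dpi, 56 against 28 dpi and 56 against 14 dpi), 155 to 217, 99 to 120 and 78 to 104 in BALB/c mice against naive (14 dpi, 28 dpi and 56 dpi), 50 to 81, 0 to 2 and 61 to 89 between time points in BALB/c mice (28 against 14 dpi, 56 against 28 dpi and 56 against 14 dpi), 268 to 327, 260 to 328, 352 to 409 and 429 to 491 between the strains (naive, 14 dpi, 28 dpi and 56 dpi) and 3 to 5, 108 to 148 and 305 to 400 for the difference in response (14 dpi, 28 dpi and 56 dpi). Changes by more than 1.5 times came from C57BL/6 naive mouse 2 (226 at 28 dpi against naive), 14 dpi mouse 2 (17) and 14 dpi mouse 3, 28 dpi mouse 2 and 28 dpi mouse 3 (2 each, 28 against 14 dpi), 28 dpi mouse 1, 28 dpi mouse 3 and 56 dpi mouse 3 (53, 75 and 57, 56 against 28 dpi) and 56 dpi mouse 3 (225, 56 against 14 dpi). In BALB/c mice they came from naive mouse 1 (2) and 56 dpi mouse 3 (1, 56 against 28 dpi) and, for the difference in response at 14 dpi, naive mouse 3 (5). Fewer mice lower the power of a test, and beyond that the cause was not tested.

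The spread of the mice at 14 dpi in the plane of the first 2 principal components, over the largest of the other groups, was 1.02. It was 0.402 with a minimum mean log2 of 7 and 0.215 with each gene scaled to unit variance, and 0.515 to 1.93 with 1 mouse left out. The lowest value came without 14 dpi mouse 2 and the highest without 14 dpi mouse 1. In *Prl*, mouse 2 had 3549 and its group mates 14.59 and 15.45, so a single gene in a single mouse may hold part of this spread. The cause was not tested.

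For the named genes, 248 results were recomputed under 7430 alternatives. Of these 7081 kept their direction and their side of the threshold, 291 kept the direction and lost the call, 43 kept it and gained a call, and 15 had the opposite sign. Without the refits that leave out a mouse, the numbers were 3067, 178, 35 and 10 of 3290. In 4 cases the opposite sign came in a result that was called. Quantile normalization gave the opposite sign for genes close to background in C57BL/6 mice: *Cd4* (-0.42, -0.27 and -0.19 at 14, 28 and 56 dpi against 0.20, 0.46 and 0.71 as reported), *Cd8a* (-0.013 at 14 dpi), *H2-Ea-ps* (-0.18 and -0.18 at 14 and 28 dpi) and *Tnf* (-0.13 at 14 dpi), and for *Cd4* between the strains at 14 dpi (0.021). The values as deposited did so between the strains for *Cd8a* at 28 dpi (-0.24), where the lower scale of the deposited BALB/c values, a median of -0.31 to -0.37, exceeds the difference. In naive mice, where the strains differed by -0.02 in *Cd4*, its sign also changed with a pseudocount of 8 (0.0039). With 1 mouse left out, values between the strains ranged over -0.13 to 0.13 for *Cd4* in naive mice, -0.19 to 0.12 for *Cd4* at 14 dpi and -0.065 to 0.22 for *Cd8a* at 28 dpi. Apart from the shift of scale, the cause was not tested.

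For the gene lists, 120 results were recomputed under 3832 alternatives, and 3551 kept direction and side of the threshold, 114 lost and 48 gained a call. In 118 the median had the opposite sign in a list that was not called as reported. The 1 of opposite sign in a called list was the list of glutamate receptor and transporter genes between the strains at 56 dpi as deposited, with a median of -0.083 (adjusted p = 0.0266 in the upward direction, up to 0.496 over its alternatives).

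The mice of each group carry the numbers 1 to 3, which do not pair them. Mice of different groups with the same number had correlations of their deviations from the group means of -0.385 to 0.319 in C57BL/6 mice (median -0.0895) and -0.446 to 0.196 in BALB/c mice (median 0.0304), and 3 and 6 of 18 pairs were above 0.1. With the number as a replicate block, counts of called genes were 172, 347 and 483 in C57BL/6 mice against naive, 15, 138 and 334 between time points in C57BL/6 mice, 205, 123 and 94 in BALB/c mice against naive, 77, 0 and 78 between time points in BALB/c mice, 315, 318, 402 and 481 between the strains and 4, 135 and 380 for the difference in response, in the order of the counts as reported. Among the named genes the replicate block removed the call of *Tnf* at 14 dpi in C57BL/6 mice (adjusted p = 0.0594) and changed no other call of a gene.

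Some settings give no value for some results. Genes with a mean log2 under 7, such as *Cd4*, *Cd8a*, *Tnf* and *Cxcr4*, have none under the higher minimum. The methods' t-test was not run for the difference in response, which is no comparison of 2 groups. Signal over background limits genes near the floor: naive values of *Ccl5* in C57BL/6 mice and all C57BL/6 values of *H2-Ea-ps* lie below the background of their mouse, so their fitted fold changes depend on values under the floor and are no bounds, and only the folds given over background are lower bounds. Thinning all mice to the lowest total, 328358 counts, moved the count for the difference in response from 130 to 125 at 28 dpi and from 377 to 351 at 56 dpi.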

Differences from the paper's values

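Only the settings named here as chosen after the values were seen were added later, and all other alternatives were set before the data were examined.

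The paper's Supplementary Tables 1 and 2 give log2 fold changes against naive with standard errors for genes of the merged panels, whereas the values here come from the Neuropathology panel alone. The tables as held here are complete for C57BL/6 mice at 14 and 28 dpi and BALB/c mice at 14 dpi, and break off at 56 dpi in C57BL/6 and 28 dpi in BALB/c mice. Of the named genes, 12 of 16, 14 of 16 and 13 of 15 values at 14, 28 and 56 dpi in C57BL/6 mice and 5 of 16 and 6 of 12 at 14 and 28 dpi in BALB/c mice differ by more than the larger of the SD here and the paper's standard error. None has the opposite sign. The median of the value here minus the paper's is -0.26, -0.48, -0.43, -0.045 and -0.20, and the correlation across genes lies between 0.985 and 0.996.

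The paper's log2 fold change was for *Ccl5* 7.39, 8.91 and 9.55 in C57BL/6 mice at 14, 28 and 56 dpi (here 6.57, 7.99 and 8.58) and 7.92 and 6.05 in BALB/c mice at 14 and 28 dpi (here 7.48 and 5.50) and for *C4a* 1.56, 1.96 and 2.35 in C57BL/6 mice at 14, 28 and 56 dpi (here 1.20, 1.37 and 1.83). The supplement of the paper gives for *Psmb8* 5.28 in C57BL/6 mice at 14 dpi (here 5.48) and for *Casp1* 2.43, 3.23 and 3.84 in C57BL/6 mice at 14, 28 and 56 dpi (here 2.28, 2.88 and 3.57). The paper lists for *C1qa* 3.31, 4.12 and 4.77 in C57BL/6 mice at 14, 28 and 56 dpi (here 3.12, 3.78 and 4.43) and for *Cd8a* 1.42, 2.88 and 3.43 in C57BL/6 mice at 14, 28 and 56 dpi (here 0.72, 1.93 and 2.42) and 2.18 and 1.53 in BALB/c mice at 14 and 28 dpi (here 1.94 and 1.15). The paper's log2 fold change was for *Cd68* 2.15, 2.91 and 3.9 in C57BL/6 mice at 14, 28 and 56 dpi (here 1.74, 2.23 and 3.29) and for *Ncf1* 2.96, 3.69 and 4.15 in C57BL/6 mice at 14, 28 and 56 dpi (here 2.42, 2.86 and 3.48) and 2.28 and 1.64 in BALB/c mice at 14 and 28 dpi (here 2.05 and 1.31). The supplement of the paper gives for *Tnf* 0.789, 1.39 and 1.63 in C57BL/6 mice at 14, 28 and 56 dpi (here 0.51, 0.82 and 1.16) and for *Tlr2* 2.58, 3.26 and 3.78 in C57BL/6 mice at 14, 28 and 56 dpi (here 1.85, 2.35 and 2.78) and 1.92 and 1.22 in BALB/c mice at 14 and 28 dpi (here 1.41 and 0.84). The paper lists for *Gfap* 2.59, 3.03 and 3.8 in C57BL/6 mice at 14, 28 and 56 dpi (here 2.30, 2.55 and 3.37) and for *Tgfb1* 1.97, 2.64 and 3.17 in C57BL/6 mice at 14, 28 and 56 dpi (here 1.73, 2.22 and 2.82). The paper's log2 fold change was for *Irf8* 3.73 and 4.12 in C57BL/6 mice at 28 and 56 dpi (here 3.38 and 3.69) and 3.22 and 2.46 in BALB/c mice at 14 and 28 dpi (here 2.71 and 1.95) and for *Cd4* 0.935 in C57BL/6 mice at 28 dpi (here 0.46). The supplement of the paper gives for *Cxcr4* 1.75 and 2.8 in C57BL/6 mice at 28 and 56 dpi (here 1.49 and 2.48) and for *H2-Ea-ps* 6.77 in BALB/c mice at 28 dpi (here 6.52).

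The bound for a difference under an alternative is the larger of the SD of that fit and the paper's standard error. Among these values, *Psmb8* at 14 dpi in C57BL/6 mice falls within this bound under centring on the median of all genes, centring on the 12 housekeeping genes, a pseudocount of 8, the methods' t-test or a term for replicate number, *Gfap* at 14 dpi under quantile normalization and *Cxcr4* at 28 dpi under a floor of 32 on the values. In BALB/c mice *Cd8a* falls within this bound at 14 dpi under a floor of 32 on the values, a fit of all 24 mice or a term for replicate number and *H2-Ea-ps* at 28 dpi under a fit of all 24 mice. Under the other alternatives that were set beforehand and keep all mice these 5 values still differ, and the rest differ under every alternative that was set beforehand and keeps all mice. Centring on the 8 shared housekeeping genes was not compared with the paper's values. With 1 mouse left out, at least 1 refit brings within the same bound *Psmb8* in C57BL/6 mice at 14 dpi, *Casp1* in C57BL/6 mice at 14 dpi, *C1qa* in C57BL/6 mice at 14 dpi, *Tnf* in C57BL/6 mice at 14 dpi, *Gfap* in C57BL/6 mice at 14 dpi, *Tgfb1* in C57BL/6 mice at 14 dpi, *Irf8* in C57BL/6 mice at 28 dpi, *Cxcr4* in C57BL/6 mice at 28 dpi, *Cxcr4* in C57BL/6 mice at 56 dpi and *Cd8a* in BALB/c mice at 14 dpi.

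In its text, the paper gives fold changes of up to 7-fold at 14 dpi in C57BL/6 mice, naming *Ccl5*, without stating a log2 scale. The comparison with the log2 fold change here, 6.57, assumes that the 7 is a log2 value. It is within 1 SD under the methods' t-test or a term for replicate number, and in 5 of 12 refits with 1 mouse left out (naive mouse 1, 14 dpi mouse 2 or 3, 28 dpi mouse 3 or 56 dpi mouse 2). The paper's share of called genes that are called at 28 dpi alone is 22%, against 2.17% here, and at 56 dpi alone 1.2%, against 29.6% here. No alternative set beforehand brings either within 1.5 times the paper's value, with ranges over the alternatives of 0.761 to 10.0% and 11.6 to 56.1%. For genes called at all 3 time points the paper's share is 49.8%, against 32.8% here, which comes within 1.5 times under centring on the median of all genes, centring on the 12 housekeeping genes, quantile normalization, the unadjusted p or a fit of all 24 mice, and with 56 dpi mouse 1 or 3 left out. These shares in the paper are those of the merged panels, and the legend of Fig. 1E describes them as based on upregulated genes. Among genes called higher here, the shares are 0.410% at 28 dpi alone, 18.9% at 56 dpi alone and 59.4% at all 3 time points.

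The paper describes *Psmb8* as rising from each time point to the next. Here the means rose, and neither step was called as reported. The step from 14 to 28 dpi was called under the unadjusted p, and that from 28 to 56 dpi under a minimum mean log2 of 7, the unadjusted p, a fit of all 24 mice, and centring on the 8 shared housekeeping genes, which was chosen after seeing the values.

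The paper describes most genes changed by infection of C57BL/6 mice as upregulated at each time point. As reported, that holds here at 14 and 28 dpi, while at 56 dpi 239 genes were higher and 250 lower. It depends on the settings. Most called genes were lower on the median of all genes (127 higher and 282 lower at 14 dpi, 144 higher and 345 lower at 28 dpi) and under quantile normalization (110 higher and 207 lower, 123 higher and 321 lower), and at 28 dpi on the 12 housekeeping genes (164 higher and 257 lower), on the 8 shared ones, chosen after seeing the values (184 higher and 197 lower), with a minimum mean log2 of 7 (97 higher and 155 lower) and by the methods' t-test (166 higher and 172 lower). At 56 dpi most were higher under centring on the 8 shared housekeeping genes (254 against 239), no filter on low values (261 against 248), the per-gene Benjamini-Yekutieli setting (210 against 155), Benjamini-Yekutieli adjustment (213 against 175) or the methods' t-test (225 against 174). It describes the mice at 14 dpi as the most varied, and here the spread at 56 dpi was about as large (3.85 against 3.92). For macrophages it describes a plateau after 28 dpi, and here *Cd68* rose again from 28 to 56 dpi by 1.06. It describes myelination as upregulated throughout. *Tgfb1* and *Cxcr4*, which it names for this, were called higher here at all 3 time points, whereas of the 10 myelin sheath genes 0, 1 and 1 were called higher and 3, 5 and 3 lower.

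In the comparison of strains, the paper reports fewer changed genes in BALB/c than in C57BL/6 mice at each time point, and more genes specific to C57BL/6 mice. Here this holds at 28 and 56 dpi, and at 14 dpi 203 genes were called in BALB/c and 180 in C57BL/6 mice, with 66 and 43 in that strain only. This order depends on the settings: BALB/c mice had fewer called genes at 14 dpi in other fits, 408 against 409 under centring on the median of all genes, 114 against 116 under the per-gene Benjamini-Yekutieli setting, 131 against 132 under Benjamini-Yekutieli adjustment, 133 against 165 under the methods' t-test and 194 against 221 under a fit of all 24 mice, and with 1 mouse left out the counts ranged over 155 to 217 in BALB/c and 153 to 223 in C57BL/6 mice. The paper describes CD4+ T cells as lower and CD8+ T cells as higher in BALB/c mice. Here *Cd4* had a negative difference at all 4 stages, called at 56 dpi only, and *Cd8a* was higher at 14 dpi, not called at 28 dpi and called lower at 56 dpi (-0.52), a call lost under centring on the median of all genes, quantile normalization or both Benjamini-Yekutieli settings, or with C57BL/6 56 dpi mouse 2 or 3 or BALB/c 56 dpi mouse 2 or 3 left out. In naive mice *Cd8a* lay below background in all 3 C57BL/6 mice and 1 of 3 BALB/c mice, so no difference is given. It reports more macrophages in BALB/c mice at 56 dpi, from a score relative to other cells, whereas the log2 difference of *Cd68* there was -2.54.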

Other observations

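All tests in this part except the splits of the mice were chosen only after the result was seen.

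Neuron genes of the 4 neuron lists (45 tested) had a median log2 fold change of -0.56 in C57BL/6 mice at 56 dpi against naive, with 41 called lower and 1 higher, and of -0.078 in BALB/c mice. A candidate explanation is the scaling of the mice, but relative to the median of all genes the fall was -0.56, a relative value that a factor per mouse cannot change. Another is dilution of brain RNA by RNA of immune cells, which would lower oligodendrocyte and myelin genes as far. These go both ways (15 tested, log2 fold changes of -0.94 to 0.77, 4 called lower and 2 higher, and the mean of the myelin sheath genes among them was -0.13). Of the 15, 12 lay above the median neuron gene by more than 2 standard errors. Dilution alone therefore does not explain the fall, though it may be a part of it. Loss of neurons, lower transcription in neurons and a difference between runs stay open and were not tested.

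*P2ry12* fell in C57BL/6 mice while the other genes of the homeostatic microglia list rose. Its normalized counts were 129 ± 14.7, 92.6 ± 18.2, 93.6 ± 2.37 and 88.6 ± 17.9 in naive C57BL/6 mice and at 14, 28 and 56 dpi and 119 ± 9.29, 125 ± 7.11, 159 ± 19.2 and 163 ± 29.3 in BALB/c mice (SD, n = 3 each), whereas those of *Tmem119* in C57BL/6 mice were 152 ± 24.1, 418 ± 81.0, 413 ± 45.8 and 389 ± 36.3. *P2ry12* exceeded background in all 24 mice, so background counts do not explain its fall. It was lower at all 3 time points under 5 of 5 scalings, with log2 fold changes of -0.49 (adjusted p = 0.0452), -0.45 (adjusted p = 0.0370) and -0.55 (adjusted p = 0.00910) as deposited, -0.58, -0.56 and -0.69 on the 12 and -0.47, -0.48 and -0.52 on the 8 shared housekeeping genes, -0.68, -0.68 and -0.87 on the median of all genes and -0.87, -0.98 and -1.25 under quantile normalization. A change in the state of microglia stays open as an untested explanation.

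Several genes differed between the strains whether mice were infected or not. Of the 138 genes called in one direction in naive mice and at all 3 time points (73 higher and 65 lower in BALB/c mice), 61 were so under all 5 scalings (14 and 47), which the separate scaling of the strains does not explain, and 77 under the common scale but not all 5, for which scaling and expression cannot be told apart. For *Atp6v0e2* the log2 difference was -2.77, -2.71, -2.91 and -1.68 in naive mice and at 14, 28 and 56 dpi. This gene had a called difference in response at 1 time point, so its difference did not stay unchanged with infection. A difference in sequence under the probe could give a difference that infection leaves unchanged. Of the 61 genes, 26 had no called difference in response at any time point, which a probe variant and a difference in expression both allow, so the 2 cannot be told apart without the probe sequences. A difference between the runs of the strains stays open too.

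*Prl* was high in some mice of 5 groups. It exceeded background in 9 of 24 mice, 2 of 12 C57BL/6 and 7 of 12 BALB/c mice, 5 of them by more than 10 times, and reached 3549 in 1 C57BL/6 mouse at 14 dpi whose 2 group mates had 14.6 and 15.4. Background counts do not explain values so far above the negative controls. Pituitary tissue left on some brains is a candidate explanation, but 0 of 8 other pituitary genes listed for the test are in the table, so this cannot be told apart from expression in the brain. At 56 dpi all 3 BALB/c mice and no C57BL/6 mouse were above background, and limma called the gene between the strains there (adjusted p = 0.0427), so a difference between the strains stays open as well.

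Genes induced by neuronal activity are reported as values only. In naive mice and at 14, 28 and 56 dpi, the normalized counts of *Arc* were 69.1 ± 15.3, 135 ± 21.9, 40.0 ± 8.65 and 87.6 ± 22.0 in C57BL/6 and 116 ± 53.5, 262 ± 13.6, 179 ± 52.0 and 162 ± 35.1 in BALB/c mice (SD, n = 3 each). Those of *Fos* were 92.2 ± 46.9, 264 ± 48.3, 108 ± 5.93 and 151 ± 8.38 in C57BL/6 and 68.9 ± 38.1, 204 ± 11.0, 135 ± 37.0 and 139.9 ± 47.9 in BALB/c mice, those of *Npas4* 52.2 ± 28.0, 94.2 ± 14.8, 41.6 ± 1.90 and 33.6 ± 10.2 and 91.2 ± 33.3, 126 ± 11.0, 102 ± 14.3 and 145 ± 36.2, and those of *Egr1* 521 ± 167, 703 ± 135, 404 ± 15.8 and 327 ± 105 and 378 ± 73.6, 621 ± 22.9, 646 ± 30.9 and 466 ± 110.01 (SD, n = 3 each).

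For each count of called genes from 3 mice against 3, the 6 mice were also split in all 10 ways. In 15 of the 16 comparisons 1 split, the real one, called as many genes, and for BALB/c mice at 56 against 28 dpi, with 0 genes, all 10 did. As 10 splits cannot give a share under 0.1, the splits alone cannot exclude chance for any of these counts, and the calls rest on limma's model.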
